# Transient and lineage-restricted requirement of Ebf3 for sternum ossification

**DOI:** 10.1242/dev.186239

**Published:** 2020-05-12

**Authors:** Mao Kuriki, Fuminori Sato, Hiroyuki N. Arai, Maina Sogabe, Mari Kaneko, Hiroshi Kiyonari, Koichi Kawakami, Yuki Yoshimoto, Chisa Shukunami, Atsuko Sehara-Fujisawa

**Keywords:** Pre-osteoblast, Sternum, Fibroblast, Runx2, Scleraxis, Lateral plate mesenchyme cells

## Abstract

Osteoblasts arise from bone-surrounding connective tissue containing tenocytes and fibroblasts. Lineages of these cell populations and mechanisms of their differentiation are not well understood. Screening enhancer-trap lines of zebrafish allowed us to identify Ebf3 as a transcription factor marking tenocytes and connective tissue cells in skeletal muscle of embryos. Knockout of Ebf3 in mice had no effect on chondrogenesis but led to sternum ossification defects as a result of defective generation of Runx2^+^ pre-osteoblasts. Conditional and temporal Ebf3 knockout mice revealed requirements of Ebf3 in the lateral plate mesenchyme cells (LPMs), especially in tendon/muscle connective tissue cells, and a stage-specific Ebf3 requirement at embryonic day 9.5-10.5. Upregulated expression of connective tissue markers, such as Egr1/2 and Osr1, increased number of Islet1^+^ mesenchyme cells, and downregulation of gene expression of the Runx2 regulator Shox2 in Ebf3-deleted thoracic LPMs suggest crucial roles of Ebf3 in the onset of lateral plate mesoderm differentiation towards osteoblasts forming sternum tissues.

## Abstract (precis)

**Highlighted Article:** Analysis of conditional and temporal knockout mice reveals roles of Ebf3 in the differentiation of lateral plate mesenchymal cells towards pre-osteoblasts during sternum ossification at the boundary of the lateral and somitic mesoderm.

## INTRODUCTION

The sternum protects the heart and lungs in vertebrates and constitutes the most ventral part of the thoracic skeleton. The sternum first arose in vertebrates during the colonization of land; whereas avians have well-developed sternal tissues, most fish do not have sternum-like bones. The evolution of the sternum highlights its crucial role in forelimb locomotion as a connecting site for the pectoral-muscle tendons (Chen, 1952; Bickley and Logan, 2014).

In general, evidence suggests that osteoblasts differentiate from mesenchymal stem cells (MSCs) that possess the potential to differentiate into osteoblasts, chondrocytes, tenocytes, and perhaps even muscle connective tissue (MCT) cells, fibroblastic cells and adipocytes (Caplan, 1991). A recent study involving single-cell analyses of embryos from embryonic day (E) 9.5-E13.5 enabled visualization of the developmental trajectories of mesenchymal cells into chondrocytes, osteoblasts and MCT cells, suggesting close proximity of the latter two (Cao et al., 2019). However, the cellular hierarchies of mesenchymal differentiation into osteoblasts and MCT cells have not been delineated very well.

Compared with somitic mesenchymal differentiation into axial bones, the differentiation of mesenchyme into sternum bone is relatively simple. All mesenchymal cells in the sternum, including chondrocytes, osteoblasts and proximal connective tissue cells, originate from the lateral plate mesoderm. The existence of osteo-chondro progenitors in the lateral plate mesoderm has been shown by lineage tracing of reporter gene expression activated by paired related homeobox 1(Prx1; also known as Prrx1)-Cre (Akiyama et al., 2005, 2002; Day et al., 2005).

Runt-related transcription factor 2 (Runx2) is an osteoblast master regulator during development and regeneration (Komori et al., 1997; Schroeder et al., 2005). The essential roles of Runx2 in osteo-lineage cells have been well studied, and its activation is defined as the most important indicator of pre-osteoblasts (Komori, 2002; Takarada et al., 2016). Expression of the *Runx2* gene begins in a portion of lateral plate mesenchymal cells (LPMs) at approximately E10.5, which is preceded by Prx1-Cre expression (Bialek et al., 2004; Logan et al., 2002). Thus, the use of Prx1-Cre to study lateral plate mesoderm morphogenesis provides an ideal experimental system to elucidate the molecular/cellular mechanism of the generation of Runx2^+^ pre-osteoblasts from LPMs.

In contrast to mesenchymal differentiation of skeletal components, the cell lineages of skeletal muscle cells have been defined very well, with the identification of the MyoD family and Pax3/Pax7, which are transcription factors involved in the regulation of myogenesis (Relaix et al., 2004). All the skeletal muscle in the trunk, including pectoral muscles, are derived from somites. However, skeletal muscle tissues are complex because different types of MCT cells intercalate into muscle fibers, and these MCT cell lineages are heterogeneous (Giordani et al., 2019). Recent studies on skeletal myogenesis have focused on MCT cells, which play crucial roles in muscle development and maintenance (Sefton and Kardon, 2019). Skeletal muscle cells should colonize a region near the skeletogenic cell components, including osteogenic and chondrogenic cells together with tenocytes and MCT cells, to build the functional locomotorium during development. Thus, the embryonic tenogenic/MCT cells represent a missing link that could be targeted in a proof-of-concept experiment to integrate mechanisms underlying the incorporation of skeletogenic and myogenic cells into the unified locomotorium.

From this idea, we screened enhancer-trap lines of zebrafish and identified the early B-cell factor 3 (Ebf3) as a transcription factor marking scleraxis (Scx)-expressing tenocytes and MCT cells of both zebrafish and mouse embryos. Ebf3 is required for sternum ossification and is required transiently in the Scx^+^ cell lineage of LPMs during the early embryonic stage. Analyses of embryonic LPMs at that stage suggest roles of Ebf3 in the differentiation of osteo-fibrogenic progenitors towards Runx2^+^ pre-osteoblasts at the boundary of lateral and somitic mesoderms.

## RESULTS

### Ebf3 is expressed in tendon/muscle connective tissue progenitors of zebrafish embryos

We screened Gal4-UAS enhancer trap lines of zebrafish generated previously (Kawakami et al., 2004), in which UAS:GFP expression was found in mesenchymal cells surrounding or adherent to skeletal muscle fibers. One line, SAGFF(LF)19A, showed activated UAS:GFP in a group of cells aligned at the segmental boundary of somites at approximately 48 h post-fertilization (hpf) (Fig. S1A,B, Fig. 1A). In this line, gal4 of SAGFF(LF)19A is trapped upstream of the gene encoding Ebf3. The UAS:GFP signals of SAGFF(LF)19A were detected in Ebf3-positive cells by immunofluorescence staining with an antibody against Ebf3 (Fig. S1C). Furthermore, UAS:GFP^+^ cells were observed in Tenascin^+^ segmental boundaries between myosin heavy chain (MF20)^+^ muscle bundles (Fig. 1B) and developed extremely long filopodia that grew through the boundary of muscle fibers (Fig. 1C). Moreover, *in situ* hybridization revealed that some of these cells co-expressed mRNA for Scleraxisa (Scxa), a tendon-specific transcription factor, showing that UAS:GFP^+^ cells are tendon progenitors (Fig. 1C). MCT cells in muscle connective tissue in close proximity to skeletal muscles were also found to be UAS:GFP^+^ (Fig. 1B). Ebf3^+^ mesenchyme is composed of progenitors of tenocytes and MCT cells in zebrafish embryos.

**Fig. 1.**
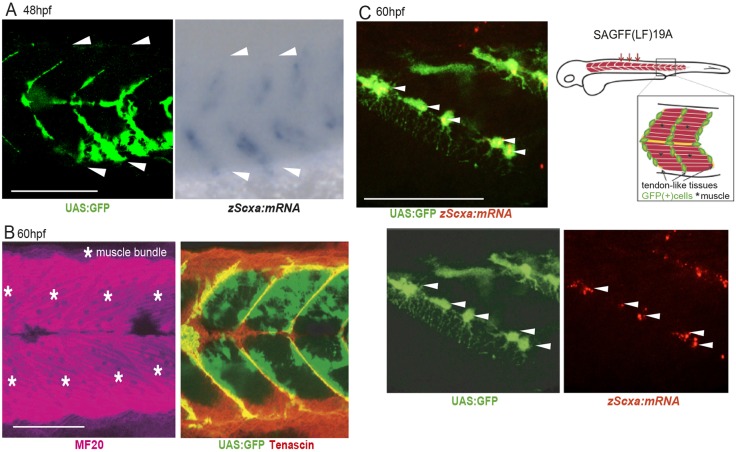
**Identification of an enhancer trap line marking progenitors of tenocytes and interstitial cells in zebrafish embryos.** (A) Expression of UAS:GFP in Gal4-UAS enhancer trap zebrafish line SAGFF(LF)19A and signals for *scxa* mRNA transcripts detected by whole-mount *in situ* hybridization (WISH) at 48 hpf. White arrowheads show segmental boundaries of somites. (B) Whole-mount immunostaining of 60 hpf SAGFF(LF)19A embryos for myogenic (magenta, MF20) and tenogenic (red, tenascin) markers together with UAS:GFP signals at 60 hpf. Asterisks mark muscle bundles. (C) Tenocyte progenitors marked with UAS:GFP and fluorescence *in situ* hybridization for *scxa* (red) at 60 hpf. Note that these cells extended long filopodia through the boundaries of skeletal muscle fibers. Arrowheads indicate UAS:GFP^+^ *zScxa:mRNA*^+^ cells. Schematic shows UAS:GFP^+^ cells in tendon and connective tissues in trunk muscles of SAGFF(LF) 19A line. Scale bars: 100 μm (A,B); 50 μm (C).

### Ebf3 is predominantly expressed in the thoracic lateral plate mesenchymal tissues

MCT cells play crucial roles in skeletal development. Scx is one of the best-studied key factors that function in tendon development (Cserjesi et al., 1995; Schweitzer et al., 2001; Murchison et al., 2007; Yoshimoto et al., 2017), yet our understanding of MCT and tendon development is still limited. We therefore investigated whether Ebf3 is also expressed in the non-myogenic mesenchyme of mice. Whole-mount immunofluorescence staining of mouse embryos showed that Ebf3 was expressed in the syndetomes, the regions between Pax7^+^ dermomyotomes and Sox9^+^ sclerotomes, and in the thoracic lateral plate mesoderm (Fig. 2A). We crossed Prx1-Cre mice with R26R^Tdtomato/Tdtomato^ mice, as the crossed line marks LPMs in embryos. Analyses of immunofluorescence staining on transverse sections indicated that Ebf3 is expressed in Prx1-Cre R26R^Tdtomato^-activated thoracic LPMs, in addition to the syndetome adjacent to Pax7^+^ dermomyotome (Fig. 2B). Moreover, whole-mount *in situ* hybridization (WISH) revealed the highest expression of *Ebf3* in the thoracic lateral plate mesoderm and sternal primordial bars at E10.5 and E11.5 (Fig. 2C). In contrast, other Ebf transcription factors, *Ebf1* and *Ebf2*, were transcribed in the axial mesenchyme and limb buds but not in the thoracic lateral plate mesoderm at E10.5 (Fig. 2C). *Ebf2* starts to be expressed in sternal primordial bars at E11.5 (Fig. 2C). *Ebf4* was not expressed in mouse embryos at E10.5 and E11.5 (data not shown).

**Fig. 2.**
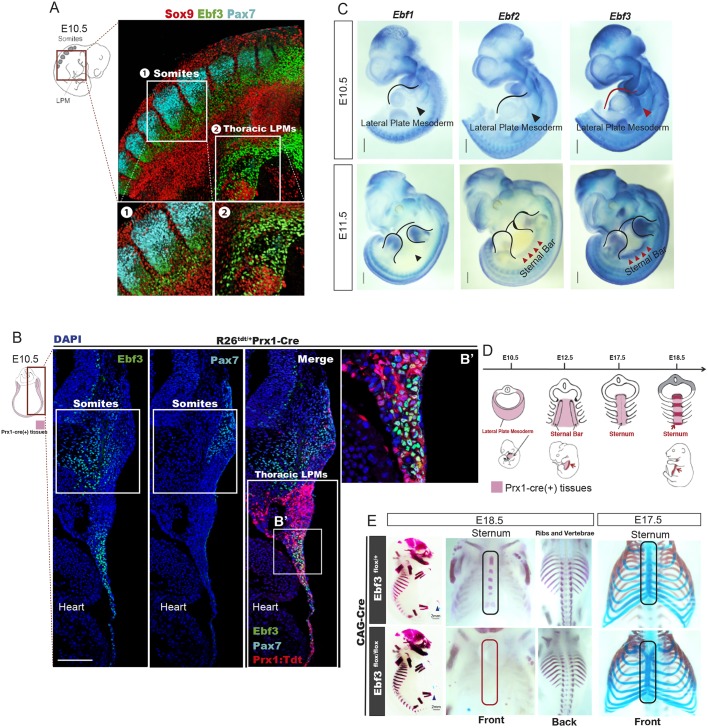
**Essential roles of Ebf3 in sternum ossification.** (A) Whole-mount immunostaining of E10.5 mouse embryo with antibodies against Ebf3 (green), Pax7 (cyan) and Sox9 (red). Ebf3 was expressed in the lateral plate mesoderm, as well as in syndetomes located between Pax7^+^ dermomyotomes and Sox9^+^ sclerotomes. Insets 1 and 2 show higher magnifications of the indicated regions. (B,B′) Ebf3 (green) was expressed in Prx1:Tdtomato^+^ cells (red) at the thoracic lateral plate mesoderm and in syndetomes adjacent to Pax7^+^ dermomyotomes (cyan) at E10.5. B′ shows an enlarged view of the boxed region. (C) WISH for *Ebf1*, *Ebf2* and *Ebf3* in E10.5 and E11.5 mouse embryos. Red arrowheads indicate that *Ebf3*, but not other Ebfs, was expressed in the thoracic lateral plate mesoderm tissue at E10.5 and show highest expression of Ebf3 in the sternal primordial bars at E11.5. (D) Schema of sternum development during murine embryogenesis. Red regions represent sternal bars at E12.5 and ossified zones of the sternum at E18.5. (E) Ossification and chondrogenesis analyses of Ebf3^flox/flox^ CAG-Cre and Ebf3^flox/+^ CAG-Cre embryos at E18.5 and E17.5 based on skeletal preparations. Ebf3-KO mice exhibited defective sternum ossification without any defects in chondrogenesis. Scale bars: 100 μm (B); 1 mm (C); 2 mm (E).

### The regulation of Ebf3 for sternal osteoblast differentiation in the lateral plate mesoderm

To investigate the roles of Ebf3 in development, we prepared conditional Ebf3 knockout (KO) mice (Ebf3^flox/flox^). The targeting vector harbored loxP sites and an FRT-flanked neomycin resistance cassette, in which exon 5 and exon 6 were flanked by a loxP site. These exons encode the DNA-binding domain of Ebf3 (Fig. S2). We generated whole-body Ebf3-KO mice by crossing Ebf3^flox/flox^ mice with Ebf3^flox/+^ CAG-Cre mice. Alizarin Red and Alcian Blue staining revealed that Ebf3-KO embryos had defects in sternal bone formation, but sternal chondrogenesis occurs normally in these mice, with the exception of deformations in the first segment of the sternum (5/5 embryos) (Fig. 2E). Sternal-ossification and chondrogenesis defects were not observed in CAG-Cre Ebf3 heterozygous mice (4/4 embryos). Ossification defects in the third and fourth metatarsal bones were also observed (Fig. S3), whereas ossification of the ribs and vertebrae bones was normal (Fig. 2E). The sternum is derived from thoracic LPMs, whereas ribs and vertebral bones are derived from somitic mesenchymal cells (Durland et al., 2008) (Figs 2D and 3A). To evaluate whether Ebf3 is required for sternum ossification in osteo-fibro lineage cells, we used Prx1-Cre mice, in which osteo-fibro progenitors originating from the lateral plate mesoderm are marked. We crossed Ebf3^flox/flox^ R26^Tdtomato/Tdtomato^ mice with Ebf3^flox/+^ Prx1-Cre mice and generated lateral plate mesoderm-specific conditional Ebf3-KO mice (Fig. 3A). Prx1-Cre Ebf3-KO embryos showed defects in sternum ossification (6/6 embryos), similar to those observed in CAG-Cre general Ebf3-KO embryos (Fig. 3B), whereas no defects were observed in Prx1-Cre Ebf3 heterozygous mice (10/10 embryos), indicating that the Ebf3 expressed in LPMs is required for sternum ossification. We also evaluated lateral plate mesoderm-derived osteoblasts and pre-osteoblasts of the sternum in the Prx1-Cre Ebf3-KO embryos (Ebf3^flox/flox^ R26^Tdtomato/+^ Prx1-Cre) by immunofluorescence staining with antibodies against osterix (Osx; also known as Sp7) and Runx2, respectively. In the ossifying sternum tissue, most Prx1-Cre R26R^Tdtomato^-activated sternum periosteum tissues were occupied by Runx2^+^ pre-osteoblasts in the wild-type and Prx1-Cre Ebf3 heterozygous embryos. Osx^+^ osteoblasts were also present in the sternum periosteum of these mice. In contrast, the numbers of Osx^+^ cells and Runx2^+^ cells in the sternum periosteum decreased dramatically in Prx1-Cre Ebf3-KO embryos (Fig. 3C).

**Fig. 3.**
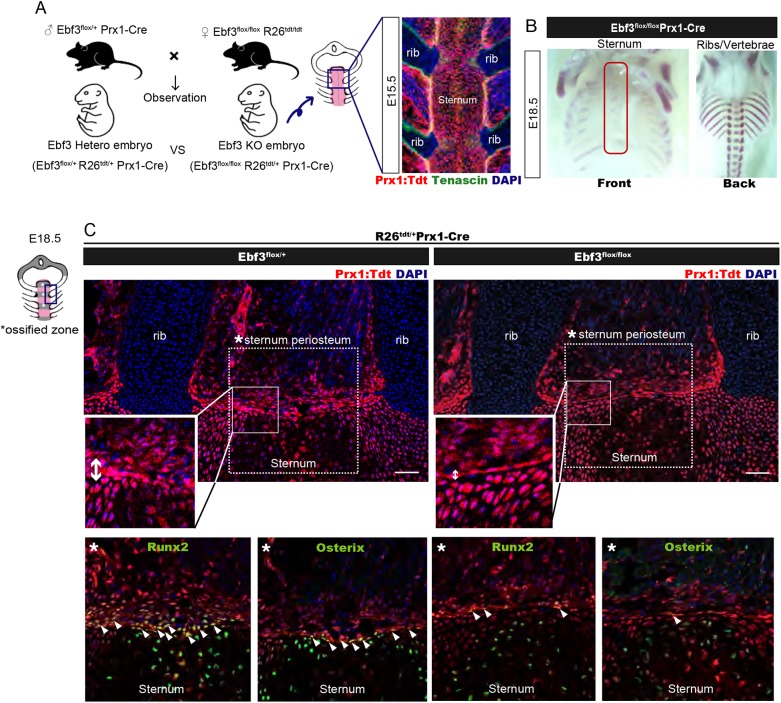
**Ebf3 is required in lateral plate mesoderm-derived cells for sternum osteoblast differentiation.** (A) Left: The generation of lateral plate mesoderm-specific Ebf3-KO mice embryos by crossing the Ebf3^flox/+^ Prx1-Cre line with Ebf3^flox/flox^ Rosa26^Tdtomato/Tdtomato^ mice. Right: The expression pattern of Prx1-Cre-activated Tdtomato in the sternum tissue and muscle connective tissues based on longitudinal sections of E15.5 embryos together with immunostaining for tenascin (green). (B) Ossification analysis based on Alizarin Red skeletal preparations of thoracic bones in Ebf3^flox/flox^ Prx1-Cre embryos at E18.5. (C) Longitudinal sections of the sternum of Ebf3^flox/flox^ Prx1-Cre and Ebf3^flox/+^ Prx1-Cre embryos at E18.5, immunostained for osteoblast (green, osterix) and pre-osteoblast (green, Runx2) markers. Upper panels show the distribution of lateral plate mesoderm-derived cells labeled with Prx1-Cre-activated TdTomato (red) in interstitial cells surrounding the sternum, which was decreased in Ebf3-KO embryos (*n*=7) compared with heterozygous mice (*n*=7). Lower-enlarged panels show much fewer osterix/Runx2-positive lateral plate mesoderm-derived cells in the periosteum of Ebf3-KO mice compared with heterozygous mice (white arrowheads). Scale bars: 100 μm.

A previous study reported a defect in muscle differentiation of the diaphragm in the Ebf3 Pan-KO mouse embryo (Jin et al., 2014). Because Ebf3 is expressed in Prx1-Cre R26R^Tdtomato^-activated connective tissue cells of the diaphragm and intercostal muscles adjacent to the sternum (Figs S4C and S7C), we examined whether the diaphragm and intercostal skeletal tissues are affected in Prx1-Cre Ebf3-KO mice. The diaphragm and intercostal muscles and tendon/connective tissues adjacent to these muscles appeared normal in Prx1-Cre Ebf3-KO embryos, implying that Ebf3 expressed in lateral plate mesoderm-derived MCT cells are not involved in myogenic/tenogenic defects in these tissues (Fig. S7A,B,D).

### Ebf3 regulates the generation of Runx2^+^ pre-osteoblasts in thoracic LPMs before the onset of the sternal ossification

Ebf3 is expressed in the periosteum and Prx1-Cre R26R^Tdtomato^-activated tendon/connective tissue cells surrounding the sternum, and in connective tissue cells interspersed among intercostal myofibers at the ossification stage (E18.5) (Fig. S4A,C). Ebf3 is undetectable in Osx^+^ or Runx2^+^ osteoblast-lineage cells and tenascin^+^ periosteal cells, suggesting that Ebf3 regulates earlier stages of the osteoblast differentiation than E18.5 (Fig. S4B). There was no significant difference in the number of thoracic LPMs marked with Prx1-Cre R26R^Tdtomato^ between Prx1-Cre Ebf3-KO and heterozygous mice at E12.5 (Fig. S5C). Runx2 is known as the master regulator of lineage commitment from mesenchymal stem cells to pre-osteoblasts (Komori et al., 1997; Schroeder et al., 2005). We found that a large population of thoracic LPMs were Ebf3/Runx2 double positive (Fig. 4A). To determine the roles of Ebf3 in pre-osteoblast differentiation, we investigated expression of Runx2 in the Prx1-Cre R26R^Tdtomato^-activated chest wall of Prx1-Cre Ebf3-KO mice. Compared with Prx1-Cre Ebf3 heterozygous mice, the number of Runx2^+^ cells was significantly lower in Prx1-Cre Ebf3-KO mice (Fig. 4B,C) whereas the numbers of Sox9^+^ cells, the mesenchymal cell population including progenitors of chondrocytes, were similar between these mice (Fig. S5A,B, Fig. 4D). Thus, Ebf3 regulates the number of Runx2^+^ pre-osteoblasts in the thoracic lateral plate mesoderm.

**Fig. 4.**
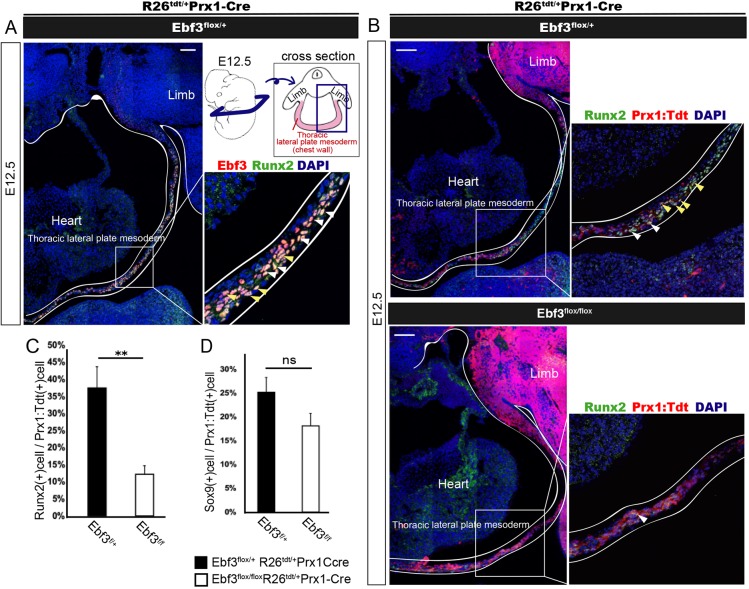
**Decreased number of Runx2^+^ pre-osteoblasts in Ebf3-deficient thoracic lateral plate mesoderm at E12.5.** (A) Transverse section of thoracic lateral plate mesoderm (as indicated in the schematic) at E12.5 immunostained with anti-Ebf3 and anti-Runx2 antibodies. Most but not all Ebf3-expressing cells were Runx2 positive. White and yellow arrowheads show Ebf3/Runx2 double-positive cells. (B) Decrease in the number of Prx1: Tdtomato^+^ Runx2^+^ cells in Ebf3^flox/flox^ Prx1-Cre compared with that in heterozygous embryos (white arrowheads). Immunostained transverse sections of the thoracic lateral plate mesoderm at E12.5 are shown. A and upper panels of B show images of Ebf3/Runx2-double-positive cells and those of Prx1: Tdtomato^+^Runx2^+^ LPMs, respectively, prepared from a single section of a heterozygous embryo stained with antibodies against Ebf3, Runx2 and DAPI. Yellow arrowheads indicate Prx1: Tdtomato^+^Ebf3^+^Runx2^+^ LPMs. (C) The ratio of Runx2^+^ cells in Prx1: Tdtomato^+^ thoracic LPMs was lower in Ebf3^flox/flox^ Prx1-Cre KO mice than in Ebf3 heterozygous mice at E12.5. Error bars represent s.e.m. **P<0.01 (*n*=4). (D) Ratio of Sox9^+^ cells in Prx1: Tdtomato^+^ thoracic LPMs at E12.5. Error bars represent s.e.m.; ns, non-significant (*n*=4). Scale bars: 100 μm.

### Ebf3 expression at E9.5-E10.5 is essential for sternal ossification

To define the functional timing of Ebf3 expression required for sternum ossification, we generated tamoxifen-induced temporal Ebf3-KO mice by crossing Ebf3^flox/flox^ mice with Ebf3^flox/+^ Ubc-CreER^T2^ mice (Fig. 5A). We then injected tamoxifen into these pregnant dams at different developmental stages (E8.5, E9.5, E10.5, E11.5, E12.5) and evaluated sternal ossification (Fig. 5B). Sternum phenotypes were reproducible only when tamoxifen was injected into these mice at E9.5 (5/5 embryos) or E10.5 (4/5 embryos), but not at E8.5 (6/7 embryos), E11.5 (3/3 embryos), E12.5 (7/7 embryos) or in control (Ubc-CreER^T2^ Ebf3 heterozygous and wild-type) (20/20 embryos and 14/14 embryos) mice, suggesting that Ebf3 functions in sternum ossification mainly at E9.5-E10.5 (Fig. 5C).

**Fig. 5.**
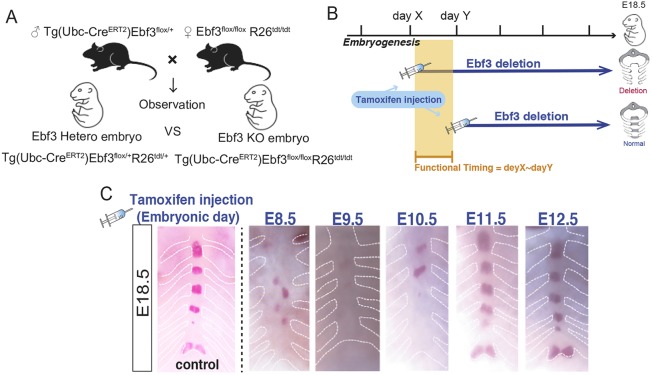
**Ebf3 plays a crucial role in sternum ossification at approximately E9.5-E10.5.** (A) Generation of tamoxifen-induced temporal Ebf3-KO mouse embryos by crossing the Ebf3^flox/+^ Ubc-CreER^T2^ line with Ebf3^flox/flox^ mice. (B) Strategy to determine Ebf3 functional timing in sternal ossification in Ubc-CreER^T2^ Ebf3-KO embryos. (C) Evaluation of sternum phenotypes in Ebf3^flox/flox^ Ubc-CreER^T2^ embryos upon tamoxifen injection at different developmental stages (E8.5-E12.5) based on Alizarin Red skeletal preparations. Embryonic days when tamoxifen was injected into pregnant dams are indicated.

### Ebf3 regulates the differentiation of osteo-fibrogenic progenitors

To elucidate how Ebf3 regulates the differentiation of thoracic LPMs at E10.5, we compared transcripts in thoracic LPMs isolated from Prx1-Cre Ebf3-KO mice with those from Prx1-Cre Ebf3 heterozygous mice. Trunks without limb buds, heart and other organs in the thoracic/abdominal cavity were isolated, and then thoracic wall tissues were excised. Prx1-Cre R26R^Tdtomato^-activated LPMs were isolated from these thoracic wall tissues by fluorescence-activated cell sorting (FACS), and RNA-seq analysis was performed (Fig. 6A).

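Transcripts were measured in Prx1:Tdtomato-positive thoracic LPMs at E10.5 from 3 Prx1-Cre Ebf3-KO samples and 3 Prx1-Cre Ebf3 heterozygous samples. Libraries were made with the SMARTer kit and sequenced on the NextSeq-500 platform to between 36931792 and 44536132 reads, of which 83.4% to 88.4% were mapped. The authors counted reads per gene, and these deposited counts came to between 2088091 and 3525565 per library. Here the counts were normalized by TMM and compared with edgeR's quasi-likelihood test over the 10891 genes with at least 10 counts in at least 3 libraries. Levels are given as CPM, counts scaled to library size, with the SD over the 3 samples of a genotype, and log2 fold changes are those of KO over heterozygous LPMs with a standard error (SE) from the same model. An exact permutation test of 3 samples against 3 cannot give a p below 0.1, so the p-values of single genes are those of edgeR, adjusted by the Benjamini-Hochberg method. In simulated counts with the spread of these libraries, 59.3% of 2-fold changes and 95.4% of 4-fold changes passed an adjusted p of 0.05, with 13 false calls beside 112 true ones at 2-fold and 12 beside 185 at 4-fold. In the 2-fold simulation 513 unchanged genes had an unadjusted p up to 0.05, more than the 234 genes of the real comparison. The simulated p-values were thus spread otherwise than the real ones, so the shares recovered may not hold for the real comparison. Absence of a call therefore does not show that a gene is unchanged. The tests, the thresholds and the gene lists were set before the data were examined, except where the text says otherwise.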

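Ebf3 itself, the deleted gene, stood at 58.9 ± 15.4 CPM (SD, n = 3) in Prx1-Cre Ebf3-KO LPMs and at 99.1 ± 5.54 CPM (SD, n = 3) in heterozygous LPMs. It was counted 179, 87 and 220 times in KO replicates 1 to 3 and 308, 238 and 248 times in heterozygous replicates 1 to 3, and every KO sample lay below every heterozygous sample in CPM. The log2 fold change was -0.74 (SE 0.18, unadjusted p = 0.00161). Its adjusted p was 1 over all genes from edgeR with the Benjamini-Hochberg method, and 0.0054 when no count minimum was applied. Without that minimum adjusted p-values from edgeR fell as low as 3.44e-31 for reasons not tested, so 0.0054 is not taken as a call. The gene lies on chromosome 7 of GRCm38/mm10 from 137193673 to 137314445, and reads over the exons that Cre leaves in place enter these counts. The paralogs Ebf1, Ebf2 and Ebf4, which bind the same DNA motif, had log2 fold changes of 0.16 (SE 0.51), 0.33 (SE 0.49) and 0.46 (SE 0.43). None of the 3 paralogs had an unadjusted p below 0.306, and the sign for Ebf1 changed without heterozygous replicate 2 or 3 and that for Ebf2 without KO replicate 3. Of 6 tested genes of the Ebf family and its zinc-finger partners, 1 (Ebf3) was lower when adjusted over the list alone.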

**Fig. 6.**
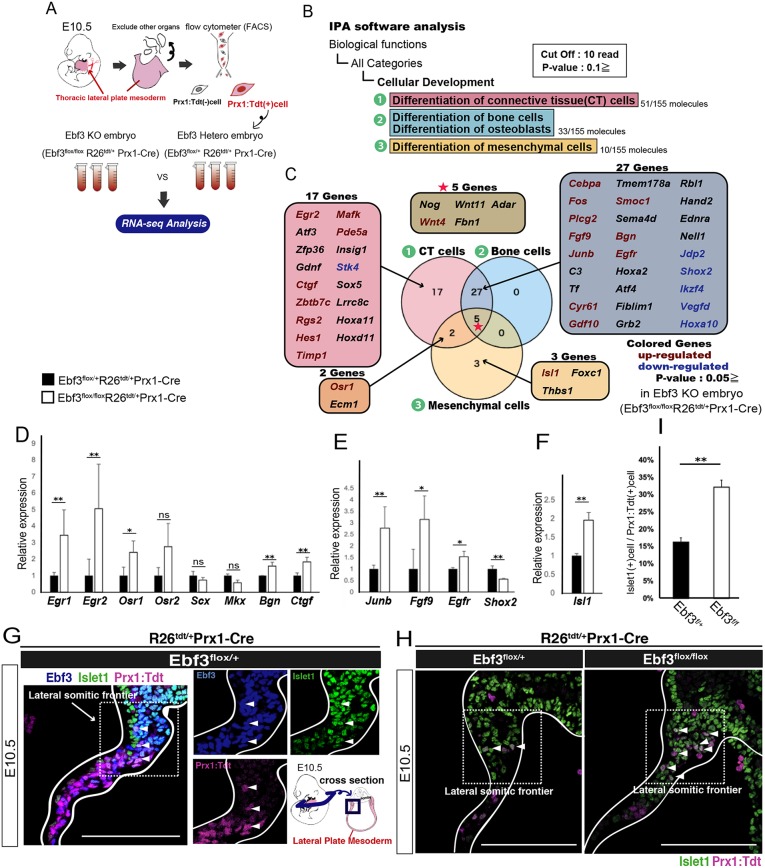
**Ebf3 downstream analysis in mesenchymes of the thoracic lateral plate mesoderm by RNA-seq.** (A) Thoracic LPMs were excised from Ebf3^flox/flox^ Prx1-Cre and Ebf3^flox/+^ Prx1-Cre embryos at E10.5, and Prx1: Tdtomato^+^ cells were isolated by FACS (*n*=3). (B) Differentially expressed genes based on RNA-seq data between Ebf3^flox/flox^ Prx1-Cre and Ebf3^flox/+^ Prx1-Cre embryos (cut off: 10 read, *P*≤0.1) were categorized by their biological functions using IPA software into three groups: (1) genes required for the differentiation of connective-tissue (CT) cells, (2) genes required for the differentiation of bone cells and osteoblasts, and (3) genes required for the differentiation of mesenchymal cells. (C) Venn diagram of these three groups. Genes in red were significantly upregulated and genes in blue were significantly downregulated in Ebf3^flox/flox^ Prx1-Cre compared with expression in Ebf3^flox/+^ Prx1-Cre embryos (*P*<0.05) (from RNA-seq data). (D) Relative expression levels of MCT cell/tenocyte-associated genes in Ebf3^flox/flox^ Prx1-Cre embryos compared with those in Ebf3^flox/+^ Prx1-Cre embryos (from RNA-seq data). **P<0.01, *P<0.05; ns, not significant (*n*=3). (E) Relative expression levels of osteoblast-associated genes in Ebf3^flox/flox^ Prx1-Cre embryos compared with those in Ebf3^flox/+^ Prx1-Cre embryos. **P<0.01, *P<0.05 (from RNA-seq data) (*n*=3). (F) Relative expression level of *Islet1* in Ebf3^flox/flox^ Prx1-Cre embryos was increased significantly compared with that in Ebf3^flox/+^ Prx1-Cre embryos. **P<0.01 (from RNA-seq data) (*n*=3). (G) Islet1 was expressed in Prx1:Tdtomato^+^ Ebf3^+^ cells at the lateral somitic frontier of the thoracic lateral plate mesoderm (as indicated in the schematic) at E10.5 (white arrowheads). (H) Increase in the number of Prx1:Tdtomato^+^ Islet1^+^ cells in Ebf3^flox/flox^ Prx1-Cre (*n*=3) compared with that in heterozygous embryos (*n*=3) (white arrowheads). Immunostained transverse sections of the lateral somitic frontier at E10.5 are shown. (I) The ratio of Islet1^+^ cells in Prx1:Tdtomato^+^ LPMs was higher in Ebf3^flox/flox^ Prx1-Cre compared with that in heterozygous mice at E10.5. **P<0.01 (*n*=3). Error bars represent s.e.m. Scale bars: 100 μm.

Downstream analysis was performed for this RNA-seq data using Ingenuity Pathway Analysis (IPA) software. In the IPA Knowledge Base derived from omics data, annotated genes were categorized by their biological functions. In the category of ‘Cellular Development’, we focused on three groups associated with the differentiation of (1) connective tissue (CT) cells, (2) bone cells/osteoblasts and (3) mesenchymal cells (Fig. 6B). The Venn diagram in Fig. 6C shows the differentially expressed genes annotated in these three groups, in which genes in red and blue are those significantly up- and downregulated, respectively, in Prx1-Cre Ebf3-KO mice (Fig. 6C). 

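Sfrp5, which encodes a secreted Wnt antagonist, had the smallest p of all genes, at 14.8 ± 1.33 CPM (SD, n = 3) in Prx1-Cre Ebf3-KO and 29.8 ± 6.55 CPM (SD, n = 3) in heterozygous LPMs. The homeobox gene Barx1 stood at 56.6 ± 14.6 CPM (SD, n = 3) against 16.2 ± 14.3 CPM (SD, n = 3). Sfrp5 had a log2 fold change of -1.02 (SE 0.23, unadjusted p = 0.00101) and Barx1 one of 1.83 (SE 0.44, unadjusted p = 0.0016), each with an adjusted p of 1 from edgeR with the Benjamini-Hochberg method. Among genes whose 3 KO samples all lay on one side of the heterozygous samples, the 10 smallest p-values for a higher level belonged to Gdpd1, Nefl, Ube2cbp, Barx1, Isl1, Egr1, Nwd2, Cadm1, Rps27 and Rragd, with log2 fold changes of 0.67 to 2.73. For a lower level they belonged to Sfrp5, Ebf3, Ccdc122, Ccdc102a, Shox2, Cecr2, Zfp605, Dnajc3, Ccdc12 and Fam199x, with log2 fold changes of -1.70 to -0.41. These 20 genes are given as values and not as calls.
Over all genes tested, 384 had a higher and 249 a lower level in KO LPMs at an unadjusted p up to 0.1, the limit of Fig. 6B. At an unadjusted p up to 0.05 there were 234 genes (150 higher and 84 lower), where an even spread of p-values gives 545. Of these, 37 higher and 7 lower genes differed at least 2-fold, and 0 genes had an adjusted p under 0.05 from edgeR. DESeq2 and limma-voom also gave 0 genes at an adjusted p under 0.05, with 125 and 250 genes at an unadjusted p up to 0.05. All 3 KO samples lay above all heterozygous samples for 3.95% of genes and below them for 3.51%, where chance gives 5% in each direction and 10% in all. Without KO replicate 3 the counts at an unadjusted p up to 0.05 and up to 0.1 were 127 and 383, without KO replicate 1 they were 749 and 1418, and without KO replicate 2 there were 367 at up to 0.05. The number of 2-fold genes at an unadjusted p up to 0.05 was 71 without heterozygous replicate 1, 72 without heterozygous replicate 3 and 93 without KO replicate 2. The authors' deposited list, at the authors' unadjusted p of 0.05 and 2-fold, holds 246 higher and 113 lower genes, 304 of them below the count minimum used here. The other 55 had the authors' direction, and 42 of these also met both thresholds here.

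**Figure D1:**
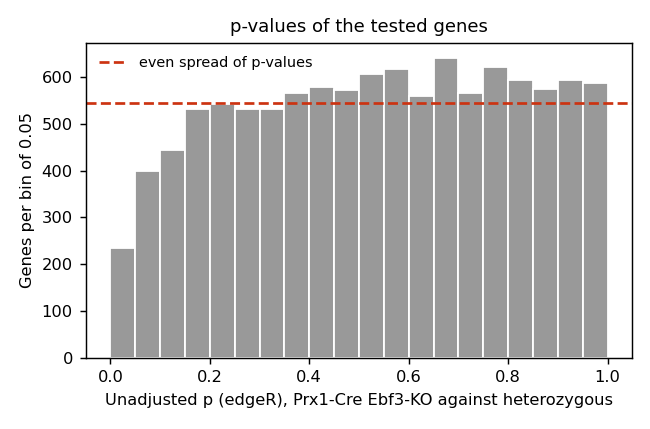
Unadjusted p-values of the 10891 tested genes from edgeR, Prx1-Cre Ebf3-KO against heterozygous LPMs (n = 3 each), as genes per bin of 0.05. The dashed line is the 545 genes per bin that an even spread gives, and the first bin holds 234.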

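Hes1, a Notch target that represses differentiation, stood at 49.6 ± 13.7 CPM (SD, n = 3) in Prx1-Cre Ebf3-KO and 29.3 ± 7.54 CPM (SD, n = 3) in heterozygous LPMs, and is placed among the CT genes of Fig. 6C. Its log2 fold change was 0.77 (SE 0.24, unadjusted p = 0.00889), and 0.52 without KO replicate 3 (unadjusted p = 0.0654). The homeobox gene Hoxa10, in the region shared by CT and bone cells, stood at 3.14 ± 2.83 CPM (SD, n = 3) against 10.2 ± 8.64 CPM (SD, n = 3), with overlapping samples. Its log2 fold change was -1.81 (SE 0.72, unadjusted p = 0.0282), and -1.37 without KO replicate 3 (unadjusted p = 0.113). Of the 54 gene names read from the picture, 45 passed the count minimum, and 27 of these had an unadjusted p up to 0.05. By region, 10 of 13 tested genes of CT cells alone and 13 of 23 of the region shared by CT and bone cells had such a p. So did 1 of 4 genes shared by all 3 groups, 1 of 2 shared by CT and mesenchymal cells, and 2 of 3 of mesenchymal cells alone. All 21 red genes had a higher and all 6 blue genes a lower mean in KO LPMs, 12 red and 4 blue ones at an unadjusted p up to 0.05. Without KO replicate 3, 5 of 21 tested coloured genes had such a p, in place of 16 of 23. With edgeR 0 of the 45 genes had an adjusted p under 0.05, and the study chose the 54 genes on these same samples.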

Most of the differentially expressed genes were found in (1) CT cells and the merged region of (1) CT cells and (2) bone cells (Fig. 6C).

These data provide insight into genes associated with the sternum ossification phenotype. 

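Egr1 encodes an immediate early zinc-finger transcription factor that promotes tendon differentiation, and stood at 62.8 ± 48.0 CPM (SD, n = 3) in Prx1-Cre Ebf3-KO against 18.3 ± 5.99 CPM (SD, n = 3) in heterozygous LPMs. This is a ratio of 3.42, with every KO sample above every heterozygous sample, and a spread among KO samples that came from KO replicate 3 (425 counts). The log2 fold change was 1.83 (SE 0.48, unadjusted p = 0.00258), and 1.00 without KO replicate 3 (unadjusted p = 0.0173). Osr1, a zinc-finger transcription factor of MCT progenitors, stood at 21.2 ± 11.0 CPM (SD, n = 3) in KO and 8.33 ± 7.82 CPM (SD, n = 3) in heterozygous LPMs, with overlapping samples. Its log2 fold change was 1.30 (SE 0.55, unadjusted p = 0.0366), with values of 0.79 without KO replicate 3 (unadjusted p = 0.227) and 2.44 without heterozygous replicate 1. Egr2, a further transcription factor of tendon cells, was counted 3, 2 and 18 times in KO replicates 1 to 3 and 0, 3 and 0 times in heterozygous replicates 1 to 3, below the count minimum. The summed counts of Egr2 gave a ratio of 7.62 (95% Clopper-Pearson interval 2.30 to 39.7, counting error only), and without a count minimum its unadjusted p was 0.0128. The ratio of the mean CPM of Egr2 was 5.79, and 2.69 without KO replicate 3 and 3.86 without heterozygous replicate 1 or 3. The paralog Osr2 was counted 12 times in KO and 3 times in heterozygous LPMs, with a ratio of mean CPM of 3.75 that was 2.41 without KO replicate 3 and 6.21 without heterozygous replicate 1. On GRCm38/mm10, Egr1 lies on chromosome 18 from 34859823 to 34864984 and Osr1 on chromosome 12 from 9574442 to 9581499.
For Egr1 the adjusted p was 1 over all genes and 0.0178 over the plotted genes alone, from edgeR with the Benjamini-Hochberg method, and for Osr1 it was 1 and 0.0687. Of the 20 genes plotted in Fig. 6D-F and Fig. S6, 15 were tested, 0 had an adjusted p under 0.05 over all genes and 8 had an unadjusted p up to 0.05. Egr1, Bgn, Ctgf, Egfr, Shox2 and Isl1 passed an adjusted p of 0.05 when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. That number was 0 without KO replicate 3, 1 without heterozygous replicate 1 and 3 without heterozygous replicate 2.

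**Figure D2:**
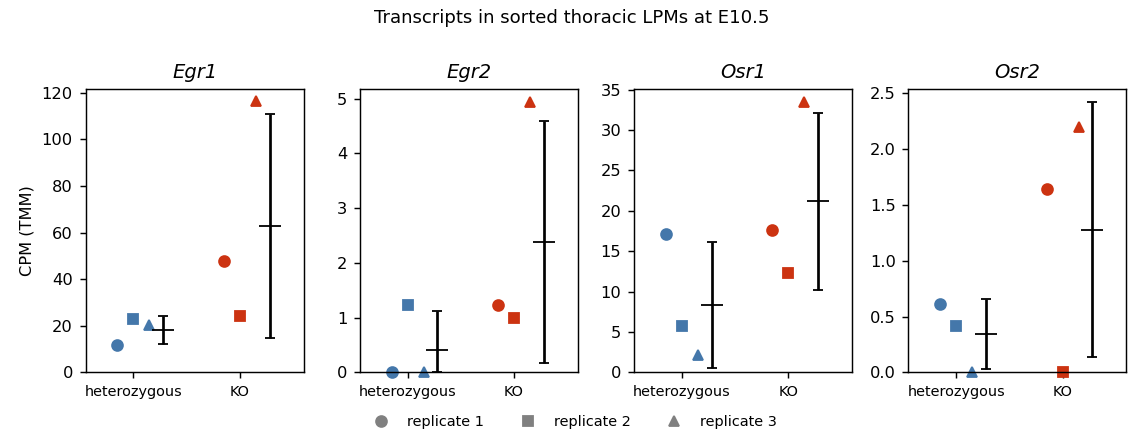
CPM of Egr1, Egr2, Osr1 and Osr2 in each sample of heterozygous and Prx1-Cre Ebf3-KO LPMs (n = 3 each), with the mean and SD as black bars drawn no lower than 0. KO replicate 3 is the highest sample for each of the 4 genes.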

Increased transcript levels of genes that regulate the formation of tendon and MCTs, such as early growth response protein 1 (*Egr1*), early growth response protein 2 (*Egr2*) and odd-skipped related gene 1 (*Osr1*), were found in Prx1-Cre Ebf3-KO embryos (Fig. 6D). The genes encoding biglycan (Bgn), a proteoglycan involved in maintaining tendon-progenitor pools, and connective tissue growth factor (Ctgf; also known as Ccn2) were also upregulated in Prx1-Cre Ebf3-KO embryos (Fig. 6D). 

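Bgn stood at 26.1 ± 7.21 CPM (SD, n = 3) in Prx1-Cre Ebf3-KO and 16.3 ± 0.203 CPM (SD, n = 3) in heterozygous LPMs, and Ctgf, a matricellular target of YAP, at 14.4 ± 3.94 CPM (SD, n = 3) against 7.48 ± 2.20 CPM (SD, n = 3). For both genes every KO sample lay above every heterozygous sample. The log2 fold change of Bgn was 0.70 (SE 0.24, unadjusted p = 0.0156) and that of Ctgf 0.96 (SE 0.33, unadjusted p = 0.0132). Each had an adjusted p of 1 over all genes and of 0.0467 over the plotted genes alone, from edgeR with the Benjamini-Hochberg method. Without KO replicate 3 the log2 fold changes were 0.57 and 0.70, at unadjusted p-values of 0.0735 and 0.0922. Bgn lies on chromosome X of GRCm38/mm10 from 73483602 to 73495933 and Ctgf on chromosome 10 from 24595442 to 24598683. Of 14 tested genes of tendon and muscle connective tissue, 7 had a higher and 7 a lower mean in KO LPMs. Over all genes 0 of the 14 passed, and 1 (Egr1, which the study chose on these samples) passed when adjusted over the list alone. Their median log2 fold change was -0.01 and their mean 0.35, and the set test camera, in the direction of the mean, gave an adjusted p of 0.185, and of 0.796 with an estimated correlation. The set was called higher without heterozygous replicate 1 (adjusted p = 0.0363 from camera) or KO replicate 2 (2.03e-05), with sample quality weights (0.0382) and with RPKM (0.0011 and 4.34e-05). The 4 members with an unadjusted p up to 0.05 from edgeR were Egr1, Ctgf, Bgn and Osr1. The study chose all 4 on these samples, so these set calls are not independent evidence. Of 15 tested targets of YAP and SRF, which report on cell tension and include Ctgf, 14 had a higher mean (median log2 fold change 0.11) and 0 passed when adjusted over the list alone. As a set they were higher, with an adjusted p of 0.0111 from camera (adjusted p = 0.796 with an estimated correlation), and of 0.319 without heterozygous replicate 2, 0.238 without KO replicate 1 and 0.075 with no count filter.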

We also confirmed an increase in expression of the Jun B proto-oncogene (*Junb*), fibroblast growth factor 9 (*Fgf9*) and epidermal growth factor receptor (*Egfr*), which regulate proliferation and maintain undifferentiated states during the initial steps of osteoblast differentiation (Fig. 6E). However, transcripts of the short stature homeobox 2 (*Shox2*) gene, encoding a site-specific regulator of Runx2 during long-bone formation, were decreased in Prx1-Cre Ebf3-KO mice (Fig. 6E).

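Junb, a member of the AP-1 family and an immediate early gene, stood at 8.56 ± 5.28 CPM (SD, n = 3) in Prx1-Cre Ebf3-KO and 2.801 ± 0.597 CPM (SD, n = 3) in heterozygous LPMs. Its counts were 20, 7 and 51 in KO replicates 1 to 3 and 7, 8 and 7 in heterozygous replicates 1 to 3, below the count minimum, and without that minimum its unadjusted p was 0.000734 (adjusted p = 0.218 from edgeR). Fgf9, a mesenchymal growth factor, stood at 5.46 ± 3.34 CPM (SD, n = 3) against 1.52 ± 2.27 CPM (SD, n = 3), and Egfr, a growth factor receptor, at 27.0 ± 7.00 CPM (SD, n = 3) against 17.2 ± 2.04 CPM (SD, n = 3). Fgf9 had a log2 fold change of 1.95 (SE 0.89, unadjusted p = 0.0506, adjusted p = 1 from edgeR with the Benjamini-Hochberg method), and of 1.27 without heterozygous replicate 1. Egfr had a log2 fold change of 0.65 (SE 0.24, unadjusted p = 0.0194), and its adjusted p from edgeR was 0.0486 over the plotted genes alone. On GRCm38/mm10, Junb lies on chromosome 8 from 84974484 to 84978718, Fgf9 on chromosome 14 from 58070547 to 58112337 and Egfr on chromosome 11 from 16752203 to 16918158. Of 15 tested genes of the FGF response, 11 had a higher mean in KO LPMs, and 0 passed over all genes or when adjusted over the list alone. The set had an adjusted p of 0.0594 from camera. With an estimated correlation, which was -0.02 for this set, camera gave an unadjusted p of 0.046 and an adjusted p of 0.796. The set was called higher without heterozygous replicate 3 (adjusted p = 0.022 from camera), with limma-voom (0.0285), the replicate block (0.0263) and RPKM (0.0364 and 0.00606). Its members of smallest p, Egfr and Fgf9, were chosen by the study on these samples, so these set calls are not independent evidence.
Junb and Egr1 belong to the immediate early genes, which respond within minutes to growth factors and to tissue dissociation. Of 22 tested genes of this list, 21 had a higher mean in KO LPMs, with a median log2 fold change of 0.44. Fos stood at 55.8 ± 53.6 CPM (SD, n = 3) against 16.2 ± 6.41 CPM (SD, n = 3), with overlapping samples. Over all genes 0 of the 22 passed. Egr1, Atf3 and Cyr61, which the study chose on these samples, passed when adjusted over the list alone (adjusted p = 0.0493 each, from edgeR). As a set the 22 genes were higher, with an adjusted p of 0.000218 from camera (adjusted p = 0.796 with an estimated correlation) and of 0.18 without KO replicate 3. On the log2 scale and relative to the heterozygous mean, the list stood at 0.55, -0.21 and 1.17 in KO replicates 1 to 3 and between -0.14 and 0.13 in the heterozygous replicates.

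**Figure D3:**
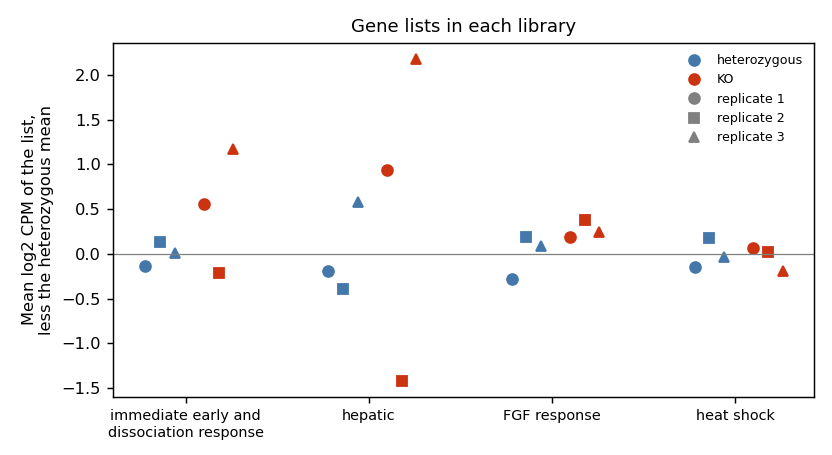
Mean log2 CPM of 4 gene lists in each sample, less the mean of the 3 heterozygous samples. KO replicate 3 is highest for the immediate early list (1.17) and for the hepatic list (2.18), and KO replicate 2 is lowest for both.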

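Shox2 stood at 20.5 ± 2.04 CPM (SD, n = 3) in Prx1-Cre Ebf3-KO and 35.9 ± 8.76 CPM (SD, n = 3) in heterozygous LPMs, and every KO sample lay below every heterozygous sample. The log2 fold change was -0.81 (SE 0.22, unadjusted p = 0.00356), and stayed between -0.94 and -0.58 when any 1 library was left out. Its adjusted p from edgeR with the Benjamini-Hochberg method was 1 over all genes and 0.0391 over the 11 tested genes of the osteoblast list. Over the limb bud list it was 0.0605. The study chose Shox2 on these samples, so a pass over a list alone is not independent evidence. The gene lies on chromosome 3 of GRCm38/mm10 from 66971727 to 66981771. Shox2 is also a gene of the proximal limb bud, and of 17 tested limb bud genes 6 had a higher and 11 a lower mean in KO LPMs. Hand2, a transcription factor of the posterior limb bud, had a log2 fold change of -0.42 (SE 0.18, unadjusted p = 0.0452) and Emx2, of the proximal anterior one, 0.72 (SE 0.25, unadjusted p = 0.0156). As a set the limb bud genes had an adjusted p of 0.162 from camera, and 0 passed an adjusted p of 0.05 over all genes or when adjusted over the list alone. The set was called lower without KO replicate 2 (adjusted p = 0.0238 from camera), with limma-voom (0.0285), with sample quality weights (0.0092), with RPKM (0.00184 and 0.0143) and with no count filter (0.00313 over 24 genes), and not with an estimated correlation (0.796). Of the Hox genes of paralog groups 9 to 13, which pattern the caudal trunk and the distal limb, 4 were tested. Hoxa9, Hoxa10, Hoxb9 and Hoxd9 had log2 fold changes of -0.79, -1.81, -0.72 and -0.30, 0 of them past an adjusted p of 0.05 over the list alone, and with sample quality weights in voom Hoxb9 was at 0.40. Hoxb9 was also positive without heterozygous replicate 1 (0.37), and Hoxd9 was near 0 without KO replicate 3 (0.02). With no count filter 13 genes of this list were tested, and camera called the set lower (adjusted p = 0.00253). Below the count minimum, Hoxd10, Hoxd12 and Hoxd13, chosen after their values were seen, were counted 7, 0 and 0 times in all KO libraries. In heterozygous replicates 1 to 3, Hoxd13 was counted 20, 18 and 0 times, Hoxd12 11, 13 and 0 times and Hoxd10 18, 19 and 8 times. Of 9 tested Hox genes of paralog groups 4 to 8, 4 had a higher and 5 a lower mean, with an adjusted p of 0.321 for the set from camera.

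**Figure D4:**
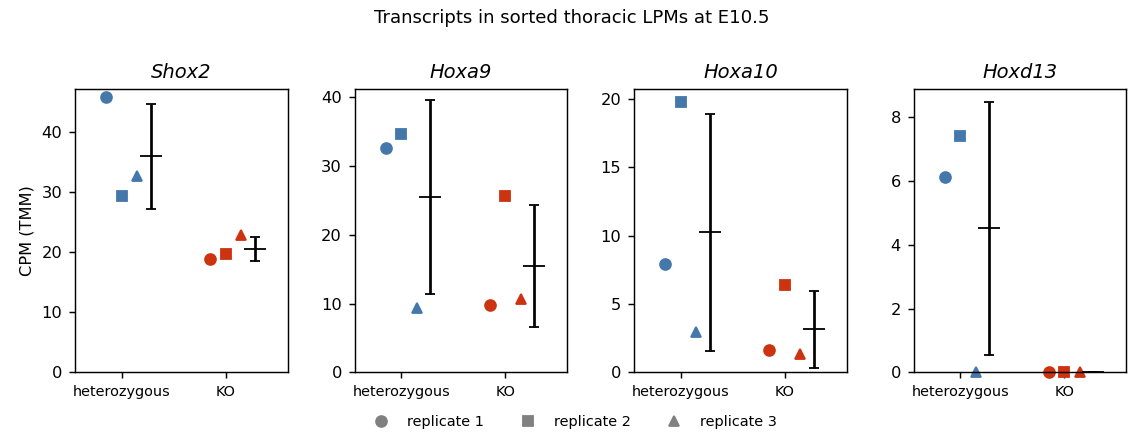
CPM of Shox2, Hoxa9, Hoxa10 and Hoxd13 in each sample of heterozygous and Prx1-Cre Ebf3-KO LPMs (n = 3 each), with the mean and SD as black bars drawn no lower than 0. Heterozygous replicate 3 lies above all KO samples for Shox2 (32.6 CPM) and at 0 for Hoxd13.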

In contrast, genes encoding tendon-associated transcription factors such as Scx and its upstream factor homeobox protein mohawk (Mkx) were expressed similarly in Prx1-Cre Ebf3-KO and control embryos (Fig. 6D). 

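Scx was counted 4, 4 and 13 times in Prx1-Cre Ebf3-KO replicates 1 to 3 and 8, 11 and 5 times in heterozygous replicates 1 to 3, and Mkx 3, 3 and 12 times against 12, 6 and 9 times. These counts are 2.395 ± 1.03 CPM (SD, n = 3) in KO and 3.03 ± 1.31 CPM (SD, n = 3) in heterozygous LPMs for Scx, and 2.00 ± 1.12 CPM (SD, n = 3) against 3.32 ± 0.735 CPM (SD, n = 3) for Mkx. The samples of both genotypes overlapped for both genes. Neither gene passed the count minimum, and without it their unadjusted p-values from edgeR were 0.676 and 0.34. The ratio of the summed counts, KO over heterozygous, was 0.87 for Scx (95% Clopper-Pearson interval 0.461 to 1.63) and 0.663 for Mkx (interval 0.344 to 1.25). These intervals cover counting error only and not the spread between samples. On GRCm38/mm10, Scx lies on chromosome 15 from 76457438 to 76459468 and Mkx on chromosome 18 from 6910459 to 7004780.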

The expression levels of collagen genes, such as those encoding collagen types I, III and VI did not differ between Prx1-Cre Ebf3-KO and heterozygous embryos (Fig. S6A). 

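Col1a1, which encodes a chain of the main fibrillar collagen, stood at 1089 ± 437 CPM (SD, n = 3) in Prx1-Cre Ebf3-KO and 1300 ± 331 CPM (SD, n = 3) in heterozygous LPMs. Col1a2 stood at 652 ± 212 CPM (SD, n = 3) against 651 ± 130 CPM (SD, n = 3), and Col3a1 at 1272 ± 356 CPM (SD, n = 3) against 1301 ± 383 CPM (SD, n = 3). The microfibrillar collagen gene Col6a1 was at 24.1 ± 10.4 CPM (SD, n = 3) against 25.0 ± 14.5 CPM (SD, n = 3), and samples overlapped for all 4 genes. The log2 fold changes were -0.26 (SE 0.26) for Col1a1, 0.00 (SE 0.23) for Col1a2, -0.03 (SE 0.23) for Col3a1 and -0.07 (SE 0.40) for Col6a1. Their unadjusted p-values ran from 0.344 to 0.993 and their adjusted p was 1 from edgeR with the Benjamini-Hochberg method. Of 20 tested genes of collagens and matrix, 6 had a higher and 14 a lower mean in KO LPMs, with a median log2 fold change of -0.08. At an unadjusted p up to 0.05 there was none, and the set had an adjusted p of 0.321 from camera. The set was called lower without KO replicate 1 (adjusted p = 0.0069 from camera) and with RPKM at a pseudocount of 1 (0.0376), and not with an estimated correlation (0.796). Fbn1, a microfibril gene, and Lox, which crosslinks collagen, had the smallest p-values, with log2 fold changes of -0.42 (SE 0.21) and 0.33 (SE 0.24). Left out in turn, single libraries moved the log2 fold change of Col1a2 between -0.26 and 0.21 and that of Col6a1 between -0.35 and 0.53.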

The expression of regulatory genes involved in chondrocyte differentiation, such as the Sry-related HMG box (Sox)-family genes (*Sox9*, *Sox5*, *Sox6*) were unchanged in Prx1-Cre Ebf3-KO embryos (Fig. S6B). These results suggest that progenitors of pre-osteoblasts remain undifferentiated and express MCT markers in the absence of Ebf3.

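Sox9, the first regulator of chondrocyte fate, stood at 47.7 ± 3.10 CPM (SD, n = 3) in Prx1-Cre Ebf3-KO and 47.2 ± 0.244 CPM (SD, n = 3) in heterozygous LPMs. Its partner Sox6 was at 81.0 ± 23.7 CPM (SD, n = 3) against 79.5 ± 28.1 CPM (SD, n = 3), and their log2 fold changes were 0.02 (SE 0.15) and 0.02 (SE 0.26). Sox5, the other partner, was at 45.5 ± 8.55 CPM (SD, n = 3) against 60.0 ± 3.70 CPM (SD, n = 3), and every KO sample lay below every heterozygous sample. Its log2 fold change was -0.41 (SE 0.17, unadjusted p = 0.0344), and -0.26 without KO replicate 3 (unadjusted p = 0.173). For Sox5 the adjusted p from edgeR with the Benjamini-Hochberg method was 1 over all genes and 0.0687 over the plotted genes alone. On GRCm38/mm10, Sox9 lies on chromosome 11 from 112782224 to 112787760, Sox5 on chromosome 6 from 143828425 to 144781977 and Sox6 on chromosome 7 from 115470872 to 116038796. Of 8 tested genes of chondrogenesis, 4 had a higher and 4 a lower mean in KO LPMs, with a median log2 fold change of -0.13. None passed an adjusted p of 0.05 over all genes or when adjusted over the list alone, and the set had an adjusted p of 0.185 from camera. It was called lower without KO replicate 1 (adjusted p = 0.0296 from camera) and with sample quality weights (0.0382), and not with an estimated correlation (0.796).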

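Runx2, the first transcription factor of the osteoblast lineage, stood at 30.9 ± 19.8 CPM (SD, n = 3) in Prx1-Cre Ebf3-KO and 22.9 ± 7.83 CPM (SD, n = 3) in heterozygous LPMs, with overlapping samples. Its log2 fold change was 0.44 (SE 0.40, unadjusted p = 0.294), and it was negative without KO replicate 1 (-0.21). Sp7, which acts after Runx2, was counted 7 times in all KO and 6 times in all heterozygous libraries, too few for a test. Of 11 tested genes of the osteoblast list, 3 had a higher and 8 a lower mean, with a median log2 fold change of -0.22. Over all genes 0 passed an adjusted p of 0.05 from edgeR, and 1 (Shox2, which the study chose on these samples) was lower when adjusted over the list alone. As a set they had an adjusted p of 0.0856 from camera (adjusted p = 0.796 with an estimated correlation). The set was called lower with sample quality weights (adjusted p = 0.0181 from camera), limma-voom (0.0285), RPKM (0.0139 and 0.0209) and the replicate block (0.0379), and not when any 1 library was left out. The paper starts from the raised Egr1, Egr2, Osr1, Bgn, Ctgf, Junb, Fgf9 and Egfr, the lowered Shox2 and the similar levels of Scx, Mkx, collagen and Sox genes. It proposes that without Ebf3 the cells that precede pre-osteoblasts stay undifferentiated while expressing MCT genes. By immunostaining, the paper also reports more Islet1-positive LPMs and, at a later stage, fewer Runx2-positive ones in KO embryos.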

### Ebf3 regulates the differentiation of Scx-Cre lineage cells

Previous studies proposed the term ‘primaxial’ to define the domain of the uniform somitic cell population and ‘abaxial’ to define the domain where somite-derived cells differentiate in the context of lateral plate-derived MCT. The boundary region between these two domains is termed ‘the lateral somitic frontier’ (Durland et al., 2008; Burke and Nowicki, 2003). 

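Isl1 stood at 17.9 ± 3.77 CPM (SD, n = 3) in Prx1-Cre Ebf3-KO and 8.76 ± 0.993 CPM (SD, n = 3) in heterozygous LPMs, and every KO sample lay above every heterozygous sample. The log2 fold change was 1.04 (SE 0.27, unadjusted p = 0.00255), between 0.84 and 1.13 when any 1 library was left out. Its adjusted p from edgeR with the Benjamini-Hochberg method was 1 over all genes and 0.0434 over the 17 tested genes of the lateral plate list. The study chose Isl1 on these samples, so the value over the list is not independent evidence. The gene lies on chromosome 13 of GRCm38/mm10 from 116298281 to 116309689. Foxf1, a forkhead gene of the splanchnic lateral plate, stood at 12.8 ± 4.49 CPM (SD, n = 3) against 6.70 ± 0.327 CPM (SD, n = 3). Its log2 fold change was 0.96 (SE 0.34, unadjusted p = 0.016), and 0.64 without KO replicate 3 (unadjusted p = 0.12). Of the 17 lateral plate and cardiopharyngeal genes, 5 had a higher and 12 a lower mean in KO LPMs, with a median log2 fold change of -0.17. Only Isl1 passed when adjusted over the list alone, 0 passed over all genes, and the set had an adjusted p of 0.541 from camera.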

One upregulated gene, insulin gene enhancer protein 1 (*Islet1*; *Isl1*) (Fig. 6F), encodes a LIM-homeodomain protein and was expressed in the lateral somitic frontier; furthermore, its expression overlapped with that of Ebf3 (Fig. 6G). Moreover, the number of Islet1^+^/Prx1-Cre:TdTomato^+^ cells was significantly higher in Prx1-Cre Ebf3-KO than in Prx1-Cre Ebf3 heterozygous embryos (Fig. 6H,I). In contrast, no change in Scx expression was observed in Prx1-Cre Ebf3-KO mice (data not shown). During mouse embryogenesis, Scx transcripts are first detected between E9.5 and E10.5 in the sclerotome, mesenchymes of the body wall, and limb buds. As development proceeds, the expression of Scx is gradually restricted to regions where tendon and ligament tissues are formed (Cserjesi et al., 1995). When Scx:GFP R26R^Tdtomato/Tdtomato^ mice were crossed with Ebf3^flox/+^ Prx1-Cre mice, Scx:GFP was co-expressed in Ebf3^+^ cells in some TdTomato^+^ LPMs (Fig. 7A). To determine whether Ebf3 is required in Scx^+^ LPMs, Ebf3^flox/flox^ mice were crossed with Ebf3^flox/+^ Scx-Cre mice. We found defective sternum ossification in Ebf3^flox/flox^ Scx-Cre mice (6/6 embryos) but not in the heterozygous mice (7/7 embryos). This suggests that sternum ossification requires Ebf3 in Scx-Cre lineage cells located at the lateral somitic frontier in E9.5-E10.5 mice (Fig. 7B).

**Fig. 7.**
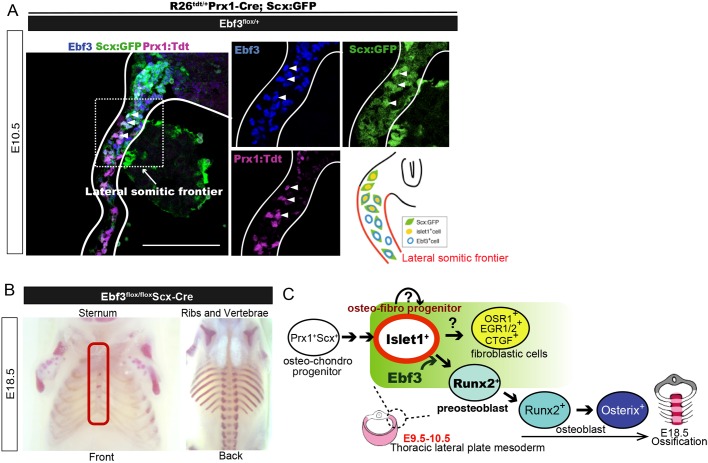
**Ebf3 regulates mesenchymal progenitors in Scx-Cre lineage cells of the thoracic lateral plate mesoderm.** (A) Ebf3 was expressed in Prx1:Tdtomato^+^ Scx:GFP^+^ cells at the lateral somitic frontier of the thoracic lateral plate mesoderm at E10.5 (white arrowheads). Scale bar: 100 μm. Schematic shows Ebf3, Scx:GFP and Islet1 expression in the lateral somitic frontier. (B) Ossification analysis based on Alizarin Red skeletal preparations of thoracic bones in Ebf3^flox/flox^ Scx-Cre embryos at E18.5. Red rectangle highlights ossification defects of the sternum. (C) Schematic summarizing the working hypothesis on the roles of Ebf3 in sternum ossification. Osteo-chondrogenic progenitors in the lateral plate mesoderm give rise to osteo-fibro progenitors marked with Islet1^+^ cells in the lateral somitic frontier (green area). Ebf3 regulates differentiation of these cells towards Runx2^+^ pre-osteoblasts (light blue), which differentiate into osteoblasts and osteocytes to form the sternum bone. In the absence of Ebf3, osteo-fibro progenitors differentiate towards fibroblastic cells (yellow) or self-renew.

## DISCUSSION

In this study, we demonstrate that Ebf3 plays a pivotal role in sternum ossification. Runx1 and Runx2 cooperatively regulate sternal morphogenesis and the commitment of LPMs to differentiate into sternal chondrocytes specifically; sternum tissue has been found to be completely absent in Prx1-Cre-induced Runx1/Runx2 double-KO mice (Kimura et al., 2010). In contrast, CAG-Cre-, Prx1-Cre- or Scx-Cre-driven Ebf3 deletion resulted in defective ossification of the sternum without affecting its chondrogenesis. Thus, specific roles in sternum ossification, but not in chondrogenesis, are a unique feature of Ebf3 compared with many other genes that regulate sternum formation.

The effects of Ubc-CreER^T2^-driven Ebf3 deletion were extremely informative because they clearly indicated that the timing of Ebf3 function in sternum ossification is E9.5-E10.5. E9.5 approximately corresponds to the earliest stage of limb bud formation, whereas E10.5 is the stage when Runx2 starts to be expressed in a proportion of the LPMs along the rib cage. This raises the question of what types of mesenchymal cell differentiation are regulated by Ebf3 to produce pre-osteoblasts. A comparison of RNA-seq results between thoracic LPMs isolated from Prx1-Cre-driven Ebf3-KO mice and those from control embryos at E10.5 demonstrated increases in MCT cell/tenocyte-associated transcripts, such as *Egr1*, *Egr2* and *Osr1* (Lejard et al., 2011; Vallecillo-García et al., 2017), as well as a set of proliferating mesenchyme markers, including *Islet1*, *Junb*, *Fgf9* and *Egfr* in the Ebf3-KO LPMs (Kenner et al., 2004; Yang et al., 2006; Zhu et al., 2011; Ornitz and Marie, 2015; Linder et al., 2018). In contrast, the expression of *Shox2*, which regulates the formation of proximal appendicular bones and is found as a factor upstream of Runx2, was significantly lower in Ebf3-KO than in control LPMs. Moreover, an increased number of Islet1^+^ cells was observed in Ebf3-KO embryos. Thus, mesenchymal differentiation before the activation of Runx2 is affected by the lack of Ebf3, suggesting that Ebf3 is crucial for generating Runx2^+^ pre-osteoblasts from their progenitors in the thoracic lateral plate mesoderm. Fig. 7C shows our working hypothesis on the roles of Ebf3 in sternum ossification. Because sternal chondrogenesis was not affected in Ebf3-KO mice, osteo-chondrogenic progenitors are located upstream of osteo-fibrogenic progenitors in the hierarchy of the lateral plate mesoderm differentiation in this hypothesis.

However, the exact identity of osteo-fibrogenic progenitors awaits further characterization of LPMs. Islet1 expression can mark mesenchymal stem cells in the lateral plate mesoderm rather than osteo-fibrogenic progenitors. Lineage and single-cell analyses of LPMs will elucidate more precise roles for Ebf3 in their differentiation and determine whether Ebf3 promotes the differentiation of LPMs into pre-osteoblasts by inhibiting the self-renewal of Islet1^+^ LPMs or whether these cells acquire alternative fates towards cells other than pre-osteoblasts in the absence of Ebf3. The mechanism of how Ebf3 mediates the differentiation of LPMs towards pre-osteoblasts as a transcription factor also needs to be elucidated. Recent studies on the roles of Ebf1 in B-cell development suggest roles for Ebf1 in epigenetic events, in addition to transcriptional regulation, suggesting that members of the Ebf family can dynamically modulate the chromatin structure (Boller et al., 2016; Li et al., 2018).

Notably, Ebf3^+^ Islet1^+^ cells are found in the lateral somitic frontier. Pax3^+^ muscle progenitors begin to cross this boundary at E9.5, differentiate into MyoD^+^ myoblasts from E10.5 (Relaix et al., 2004), and form abaxial muscles in the lateral plate mesoderm microenvironment, which may differ from that of the somitic mesoderm (Durland et al., 2008; Burke and Nowicki, 2003). The requirement of Ebf3 at E9.5-E10.5, which was determined using Ubc-CreER^T2^ mice, indicates that the differentiation of LPMs towards pre-osteoblasts starts at the lateral somitic frontier.

Recent studies have indicated heterogeneity of fibroblastic cells in skeletal muscle, including some Scx^+^ or Osr1^+^ cells (Yoshimoto et al., 2017; Vallecillo-García et al., 2017). These Scx^+^ cells might include the lateral plate mesoderm-derived cells observed in this study. Further characterization of MCT cells is essential to verify that Ebf3 is required for the differentiation of some types of MCT cells.

Vertebrates developed the sternum during evolution, providing attachment sites for the pectoral muscles that generate the force used for walking or flying (Chen, 1952; Bickley and Logan, 2014). In contrast, the sternum is lacking in most fish, including zebrafish. Nonetheless, Ebf3 is expressed in progenitors of tenocytes and MCT cells in both zebrafish and mice. Given that Scx genes are required for ossification of ventrally elongated precaudal vertebrae in zebrafish (Kague et al., 2019), it would be interesting to investigate whether Ebf3 is required in fish also for abaxial bone formation or other morphogenesis of LPMs.

In this study, we found crucial roles of Ebf3 in sternum ossification. Whereas members of the Ebf family are expressed redundantly in the somitic mesoderm and limb buds, expression of Ebf3 predominates over others in thoracic LPMs, which could explain the defective sternum ossification caused by the lack of Ebf3 in LPMs. In contrast to a previous observation of thickened diaphragm with myogenic disorders in Ebf3 Pan-KO mice (Jin et al., 2014), the myogenesis of diaphragm and intercostal muscle was minimally affected in Prx1-Cre lateral plate mesoderm-specific Ebf3-KO mice, suggesting that Ebf3 expressed in somitic MCTs is required for this myogenesis, or that other members of the Ebf family expressed redundantly in somitic and lateral plate mesoderm can compensate for the lack of Ebf3 in myogenesis.

In summary, Ebf3 expressed in Prx-Cre- and Scx-Cre-activated lineage cells mediates sternum ossification by regulating differentiation of LPMs towards pre-osteoblasts at the lateral somitic frontier (Fig. 7C). The number of Islet1^+^ mesenchymal cells and expression of connective tissue cell/tenocyte-associated genes, such as *Egr1*, *Egr2* and *Osr1*, were increased in Ebf3-deleted thoracic LPMs. How Ebf3 regulates production of Islet1^+^ cells and the fate decision of LPMs into osteoblasts and fibroblasts remain open questions. Identification of target genes for Ebf3, for example by ChIP analyses, together with single cell analyses of LPMs at the early embryonic stages of wild-type and Ebf3-KO mice will be required for a more detailed understanding of the function of Ebf3 in LPM differentiation.

## MATERIALS AND METHODS

### Analysis of zebrafish embryos

Embryos were fixed in 4% paraformaldehyde (PFA)/PBS overnight at 4°C, rinsed in PBS-T (PBS with 0.05% Tween 20), and exposed to 0.2% Triton X-100/PBS. For whole-mount immunostaining, embryos were incubated in Blocking One solution (Nacalai Tesque), washed with 0.2% Triton X-100/PBS, and stained with the following primary antibodies: anti-Ebf3 (1:1000; R&D Systems, AF5166), anti-Tenascin (1:1000; Millipore, AB19013), anti-MF20 [1:200; Developmental Studies Hybridoma Bank (DSHB)]; Alexa Fluor-conjugated antibodies (1:1000; Thermo Fisher Scientific, A-21203, A-21206) were used as secondary antibodies. For WISH, GFP-marked RNA probes were generated from the cDNA of *scxa* amplified by reverse transcription PCR (RT-PCR) with the following PCR primers: Scxa forward primer, 5′-ACCGGCTCCGAGCCGATACGTGTA-3′; Scxa reverse primer, 5′-GGTTGCTGAGGCAGAATGTGCAGA-3′.

### Generation of Ebf3 conditional knockout mice

To generate Ebf3-floxed mice (accession number CDB1070K: http://www2.clst.riken.jp/arg/mutant%20mice%20list.html), a targeting vector harboring loxP sites as well as an FRT-flanked neomycin resistance cassette, in which exons 5 and 6 were flanked by a loxP site, were electroplated into TT2 embryonic stem cells (ESCs) (Yagi et al., 1993). After cell colony isolation by G418 and Southern blot analysis, ESCs containing the floxed allele were injected into 8-cell stage embryos to generate chimeric mice. The FRT-flanked Neo cassette was removed by mating with Flpe mice. Ebf3^flox/flox^ mice were backcrossed at least ten times with mice of the C57BL/6NCrSlc background before analysis (Fig. S2). These mice were crossed with CAG-Cre, Prx1-Cre (Jackson Laboratory), Ubc-CreER^T2^ or Scx-Cre mice to generate CAG-Cre Ebf3^flox/+^ mice, Prx1-Cre Ebf3^flox/+^ mice, Ubc-CreER^T2^ Ebf3^flox/+^ mice, or Scx-Cre Ebf3^flox/+^ mice, and their progeny were inter-crossed with Ebf3^flox/flox^:Rosa26R^TdTomato^ mice to obtain CAG-Cre or Prx1-Cre or Ubc-CreER^T2^, Ebf3^flox/flox^ Rosa26^Tdtomato/+^ mice.

### Other mouse strains

Mouse strains including CAG-Cre, Prx1-Cre, Ubc-CreER^T2^ and Rosa26R:TdTomato were previously described (Logan et al., 2002; Sakai and Miyazaki, 1997; Ruzankina et al., 2007; Madisen et al., 2010). These mice were obtained from the Jackson Laboratory. Scx-Cre mice and Scx:GFP mice (Sugimoto et al., 2013) were previously generated (Sugimoto et al., 2013). All mouse strains were maintained in a C57BL/6NCrSlc background and their genotypes were determined by PCR (Fig. S2). All experiments involving animals were performed according to the guidelines of the animal care committee of Kyoto University and the Institutional Animal Care and Use Committee (IACUC) of RIKEN Kobe Branch, and conformed to relevant guidelines and laws.

### Tamoxifen injection

To induce CreER^T2^-mediated recombination in Ubc-CreER^T2^ Ebf3^flox/flox^ embryos, pregnant dams were treated with 0.1 ml tamoxifen solution (10 mg/ml in peanut oil; Sigma-Aldrich) by gavage on each embryonic day, and embryos were analyzed at E18.5.

### Whole-mount *in situ* hybridization

For WISH, digoxigenin-labeled antisense riboprobes were transcribed from cloned gene-specific probes (DIG RNA Labeling Kit, Roche). Whole embryos were fixed overnight in 4% PFA/PBS. Embryos were fixed, washed in PBT (PBS containing 0.1% Tween 20) and dehydrated stepwise in 25%, 50% ,75% ethanol/PBT and 100% ethanol at 4°C. The embryos were rehydrated by reversing the ethanol/PBT steps and washing with PBT. After treating the embryos with 10 mg/ml Protein K in PBT at 37°C for 20 min, they were incubated in 2 mg/ml glycine in PBT at room temperature (RT), washed in PBT, re-fixed for 20 min with 4% PFA/PBS and 0.2% glutaraldehyde in PBT, washed in PBT, and finally bleached in 6% H_2_O_2_ in PBT. After further washing with PBT, the embryos were incubated in pre-hybridization solution (50% formamide, 5× SSC, 1% SDS, 50 mg/ml yeast tRNA, 50 mg/ml heparin) at 65°C for 2 h. Subsequently, the embryos were incubated in probe solution/pre-hybridization solution (pre-hybridization solution with 1:1000 digoxygenin) overnight at 65°C. Unbound probes were removed through a series of washing steps with Solution 1 (50% formamide, 5× SSC, 1% SDS), Solution 2 (5× SSC, 0.1% Tween 20) and Solution 3 (50% formamide, 2× SSC, 1% SDS) at 70°C for 30 min. After washing with TBST (150 mM NaCl, 100 mM Tris-HCl, 1% Tween 20), embryos were blocked for 90 min at RT in 1.5% Blocking-Reagent/TBST (Roche), followed by incubation at 4°C overnight in 1.5% Blocking-Reagent/TBST with digoxigenin antibody conjugated with alkaline phosphatase (1:3000; 11 093 274 910, Roche). Unbound antibody was removed by washing at RT with TBST, and the samples were stained with BM Purple AP Substrate (Roche).

### Immunostaining

For immunostaining, whole embryos were harvested at E9.5-E18.5 in PBS and fixed in 4% PFA/PBS. Embryos at E9.5-E14.5 were fixed for 1-3 h at RT. Embryos at E15.5-E18.5 were fixed overnight at 4°C. The embryos were then rinsed with PBS and immersed in 5% sucrose/PBS for 30 min, in 15% sucrose/PBS overnight, and in 30% sucrose/PBS overnight at 4°C prior to embedding in OCT media (Leica Microsystems). Embedded tissues were sliced using a Cryostat (Leica CM 3050 S) at a thickness of 10 µm. After washing with PBS-T (PBS with 0.05% Tween 20), the embryo tissues were blocked for 60 min at RT in Blocking One (Nacalai Tesque) and stained with primary antibodies for Ebf3 (1:1000; R&D Systems, AF5166), Sox9 (1:1000; Millipore, AB5535), tenascin (1:1000; Millipore, AB19013), GFP (1:500; Nacalai Tesque, 04404-84), osterix (1:1000; ab22552, Abcam), Runx2 (1:500; Abcam, ab23981), Islet1 (1:1000; Abcam, ab109517), MF20-c (1:200; DSHB, AB_214781) and laminin (1:1000; Sigma-Aldrich, L9393). Followed by washing in PBS-T, Alexa Fluor-conjugated secondary antibodies (1:1000; Thermo Fisher, A-31571, A-21206, A-21447, A-21208) were used. Tissue samples were imaged using a Leica SP8 confocal microscope. The tiling of images of stained sections was performed automatically using LAS X software (Leica). Evaluation of the cell number was carried out with ImageJ software.

### Skeletal preparations

Skeletal preparation of embryos was performed as previously described (McLeod, 1980).

### RNA-seq analysis

To evaluate the developmental function of Ebf3 in the thoracic lateral plate mesoderm comprehensively, we analyzed global gene expression changes by RNA-seq analyses in thoracic LPM samples collected from Prx1-Cre homozygous and heterozygous Ebf3-KO mice at E10.5. Prx1-Cre R26RTdtomato-activated cells were isolated from each tissue by FACS. Total RNA was extracted from the cells isolated by FACS in cell lysis buffer (TRIzol LS Reagent, Life Technologies). RNA samples were analyzed with an Agilent Bioanalyzer RNA 6000 Pico Kit (5067-1513) and subjected to library preparation according to the Takara Bio SMARTer kit and DNA High-sensitivity kit (5067-4626). Sequencing was performed with the Illumina NextSeq-500 platform, which generated raw sequencing reads. Reads were mapped to the reference genome and transcript annotation was performed (Mouse, mm 10, 49,585 genes, 103,982 transcripts) (ENSEMBLE, provided by CLC). 

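The deposited table of counts holds 49585 genes, and 31466 of them had no count in any of the 6 libraries. Of its genes, 47102 share a symbol with GENCODE M21, an annotation of GRCm38/mm10. For 91.1% of these the chromosome, the end and the start after adding 1 were identical, and for 100% the 2 intervals overlapped on the same chromosome. The sample labels name mm9, whereas the gene positions are those of mm10, and the positions given here are in mm10. Reads mapped in pairs came to between 20703378 and 23672156 per library, with 17.6 to 33.5 gene counts for each 100 mapped pairs.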

Using IPA software (Qiagen), downstream effects analysis was performed for RNA-seq data.

### Statistical analysis

All the data are presented as the mean±s.d. (*n*≥3). Statistical significance was assessed using Student's *t*-test.

## Supplementary Material

Supplementary information

Reviewer comments

# Supplementary material for: Transient and lineage-restricted requirement of Ebf3 for sternum ossification
**Source:** Development. 2020 May 12;147(9):dev186239. doi: 10.1242/dev.186239
**Supplement:** Supplementary information

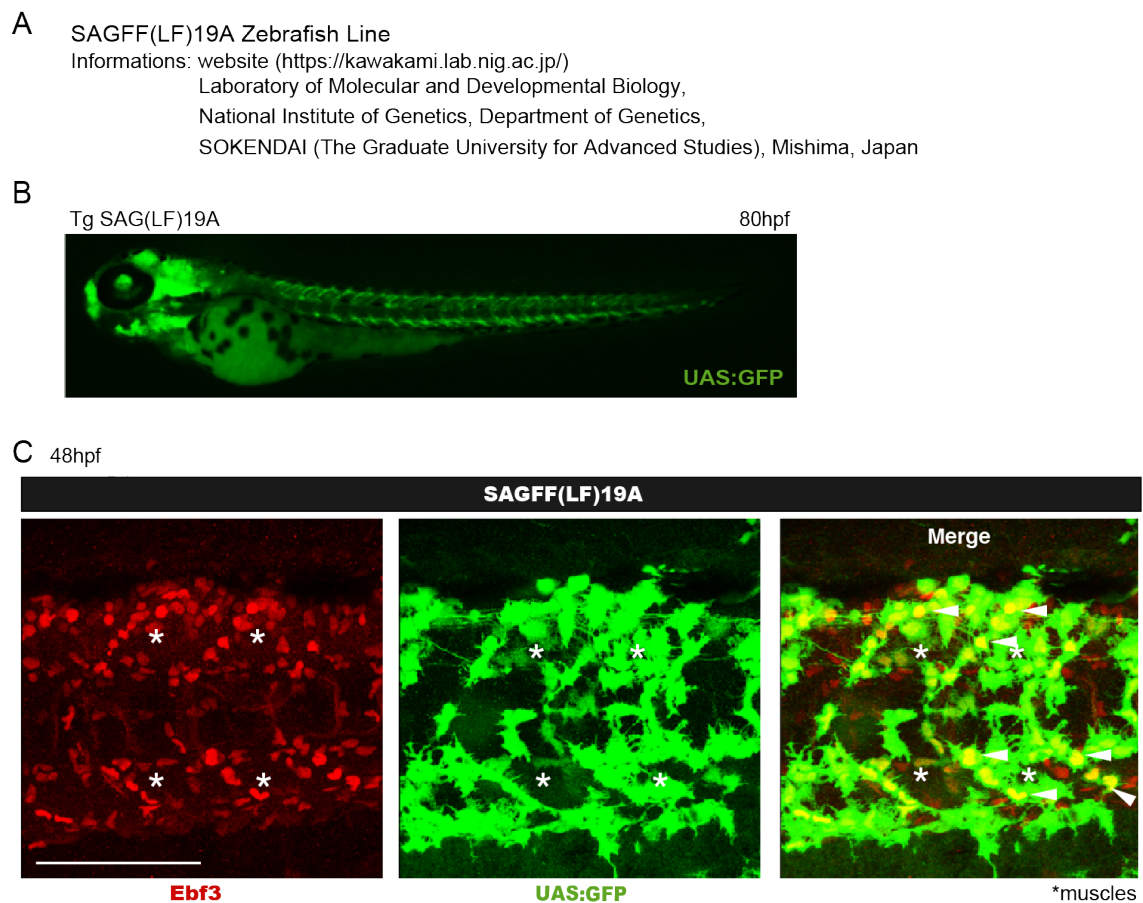

Figure S1.

Zebrafish line SAGFF(LF)19A drives UAS:GFP in Ebf3-positive cells

A) Information about zebrafish line SAGFF(LF)19A.

B) Whole-body expression pattern of UAS: GFP signals in SAGFF(LF)19A at 80 hpf.

C) Whole-mount immunostaining of SAGFF(LF)19A embryos for Ebf3 (red) with UAS:GFP signals at 48 hpf (scale bar, 100µm).

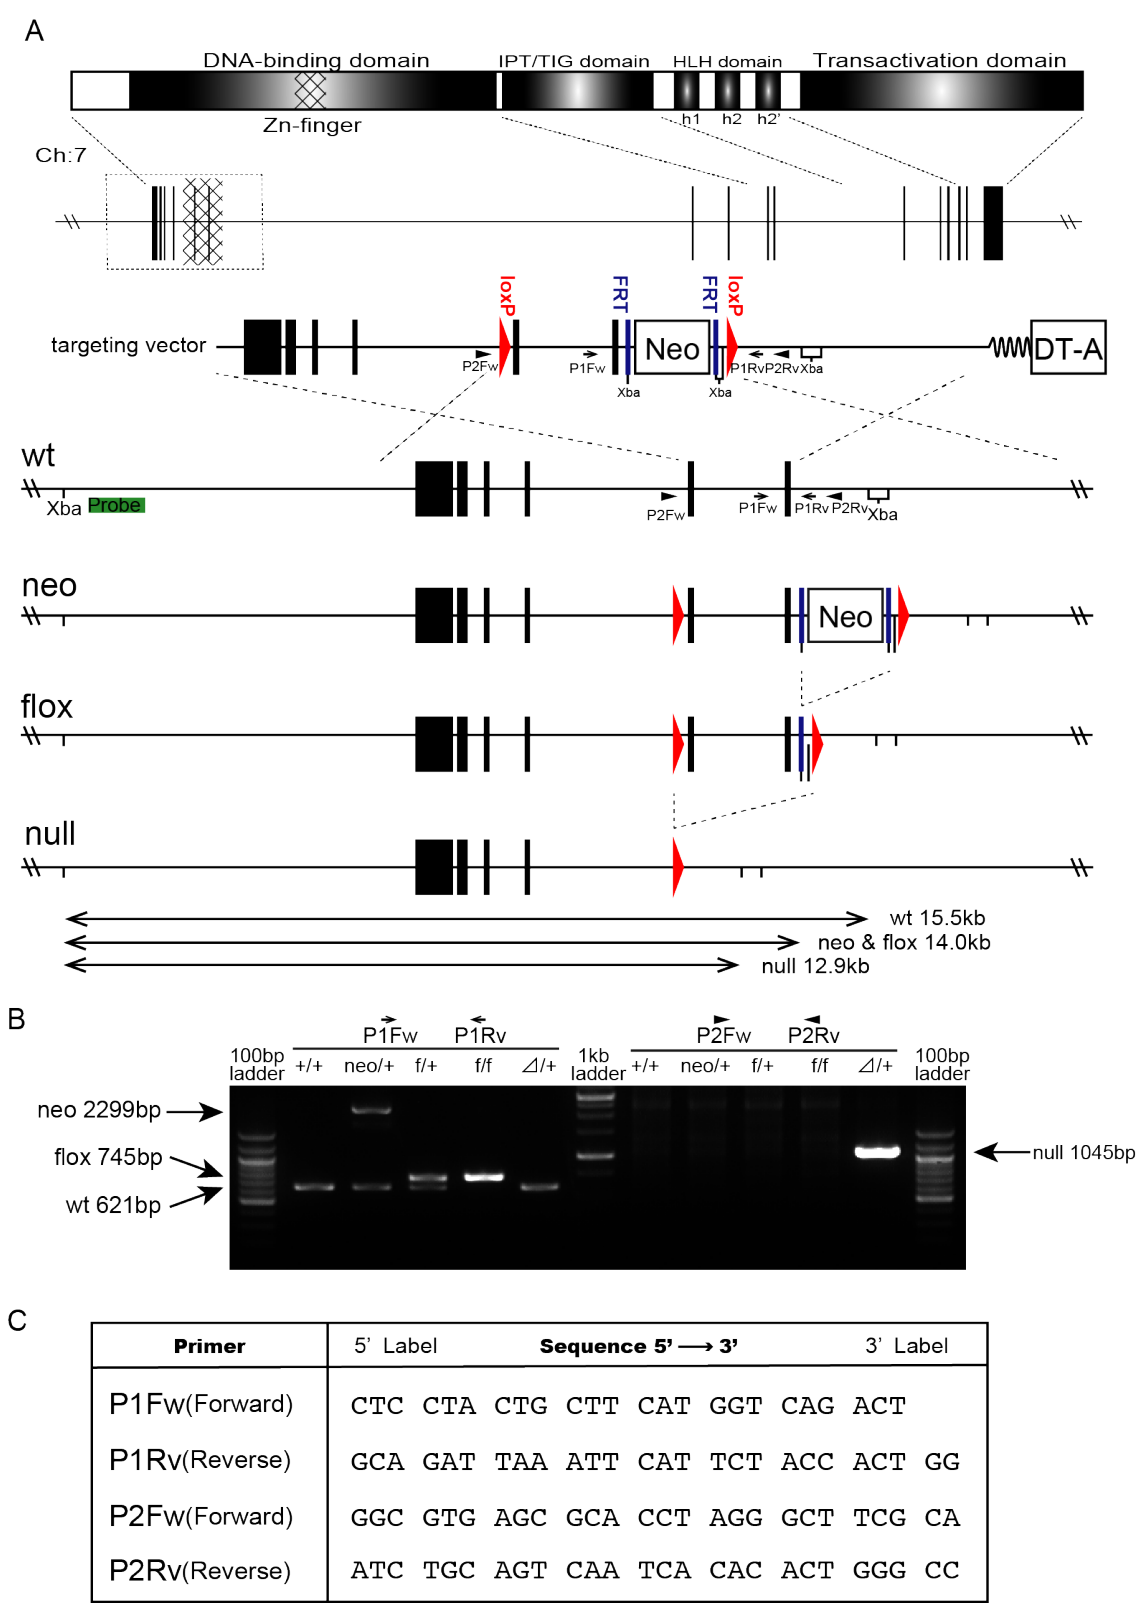

Figure S2.

Generation of Ebf3^{flox/flox} mice and primers used for genotyping

- A) Generation of Ebf3^{flox/flox} mice.
- B) Genotyping to characterize wild-type mice, Ebf3-floxed mice (Ebf3^{flox/flox}, Ebf3^{flox/+}), and Cre-activated Ebf3-KO mice (Ebf3^{Δ/Δ}, Ebf3^{Δ/+}) by PCR.
- C) Primers used for PCR in mouse lines shown in Figure S2B.

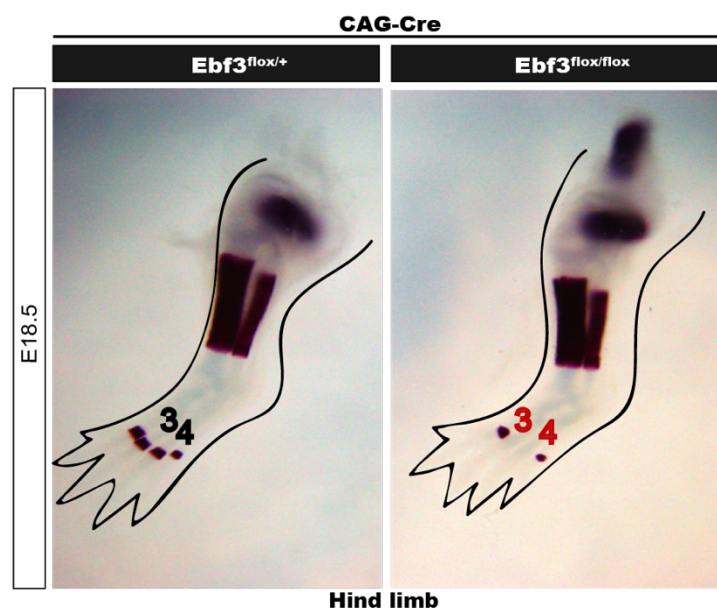

Figure S3.

Essential roles of Ebf3 in ossification of metatarsal-bones

Ossification analysis of hind-leg bones in $Ebf3^{flox/flox}$ CAG-Cre and $Ebf3^{flox/+}$ CAG-Cre embryos at E18.5 based on Alizarin-red skeletal preparations. Ossification defects in the third and fourth metatarsal bones were observed in $Ebf3^{flox/flox}$ CAG-Cre.

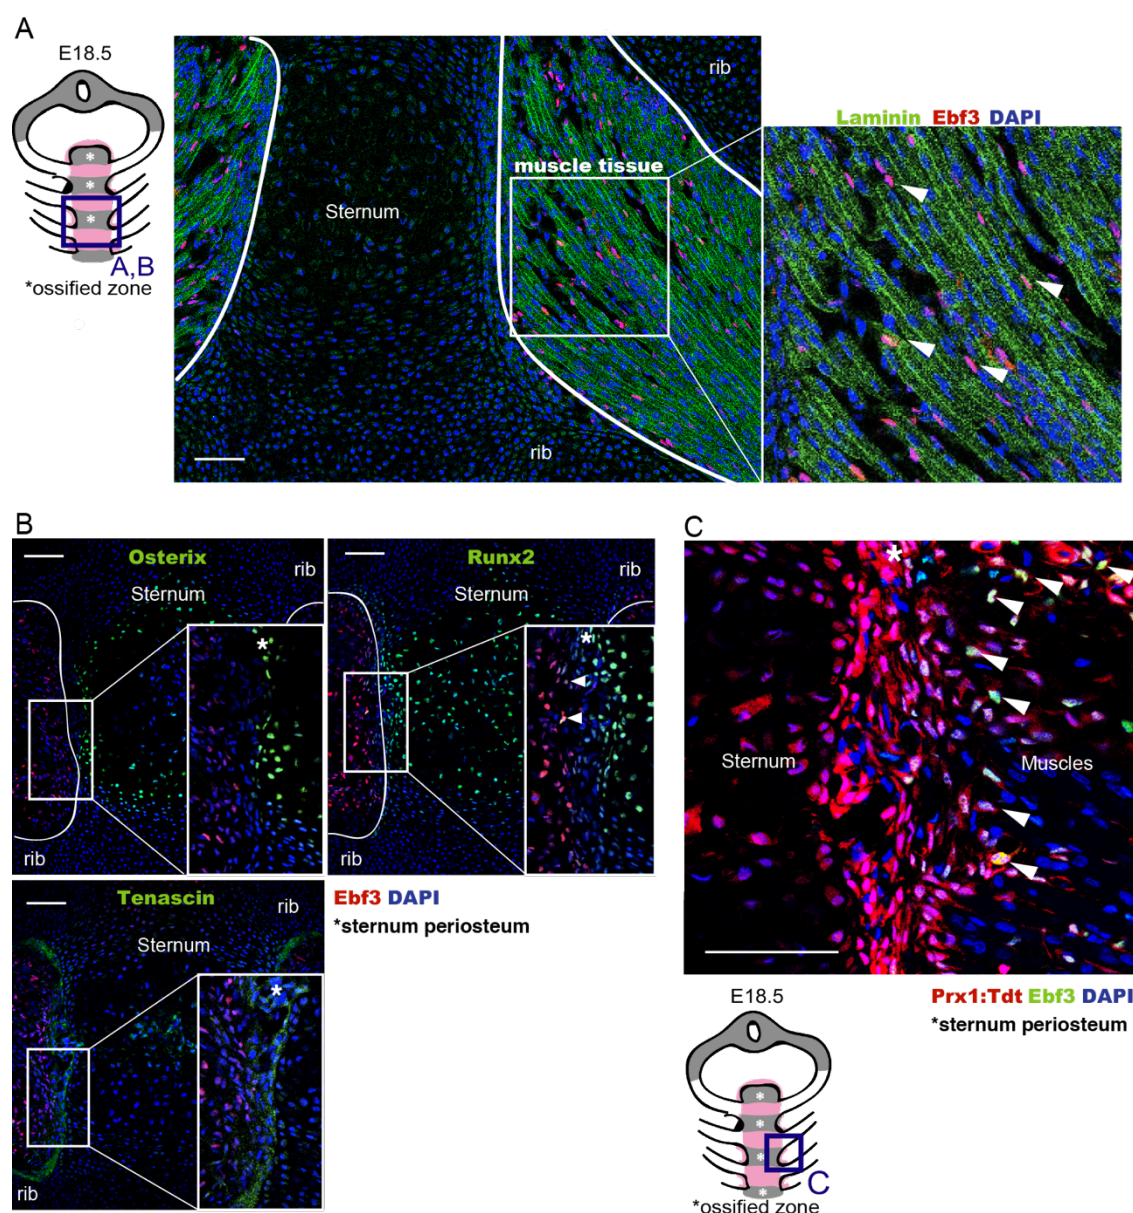

Figure S4.

Ebf3 is expressed in muscle connective tissues, not in osteoblasts in the sternum at ossification stages

- A) Immunostaining of longitudinal sections of sternum tissues for Laminin (green) and Ebf3 (red) at E18.5. White arrows show Ebf3⁺ cells in muscle connective tissue (MCT) (scale bar, 100µm).
- B) Immunostaining of longitudinal sections of sternum tissues for an osteoblast marker (green, Osterix), pre-osteoblast marker (green, Runx2), and periosteum marker (green, Tenascin) at E18.5 (scale bar, 100µm).
- C) Immunostaining for Ebf3⁺ cells in Prx1:Tdtomato⁺ MCTs surrounding the sternum at E18.5 based on transverse section of Prx1-Cre R26^{Tdt/+} (white arrows) (scale bar, 100µm).

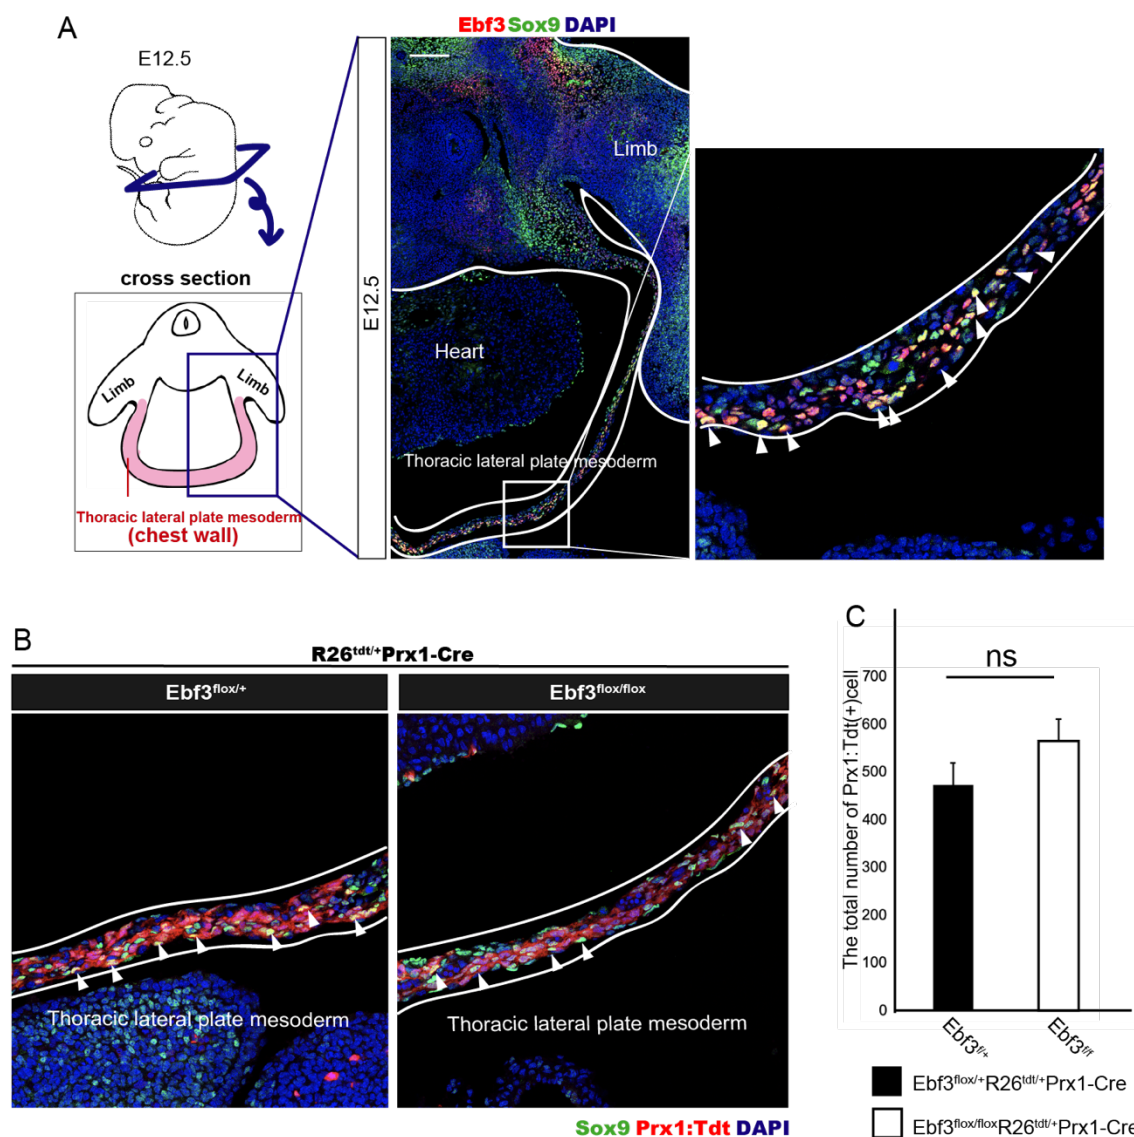

Figure S5.

The number of *Sox9*⁺ cells is not changed in *Ebf3*-deficient thoracic lateral plate mesoderm at E12.5

- A) *Ebf3*-expressing cells and *Sox9*⁺ cells in the thoracic lateral plate mesoderm at E12.5 based on transverse sections and immunostaining with anti-*Ebf3* and anti-*Sox9* antibodies. White arrows show *Ebf3*/*Sox9*-double-positive cells (scale bar, 100µm).
- B) Immunostaining for *Sox9*⁺ cells in *Prx1*:Tdtomato⁺ thoracic lateral plate mesoderm at E12.5 based on transverse sections of *Ebf3*^{flx/flx} *Prx1*-Cre and *Ebf3*^{flx/+} *Prx1*-Cre embryos (white arrows).
- C) Total number of *Prx1*:Tdtomato⁺ thoracic LPMs at E12.5 based on transverse sections. Error bars represent SEM, ns: non-significant (n = 4).

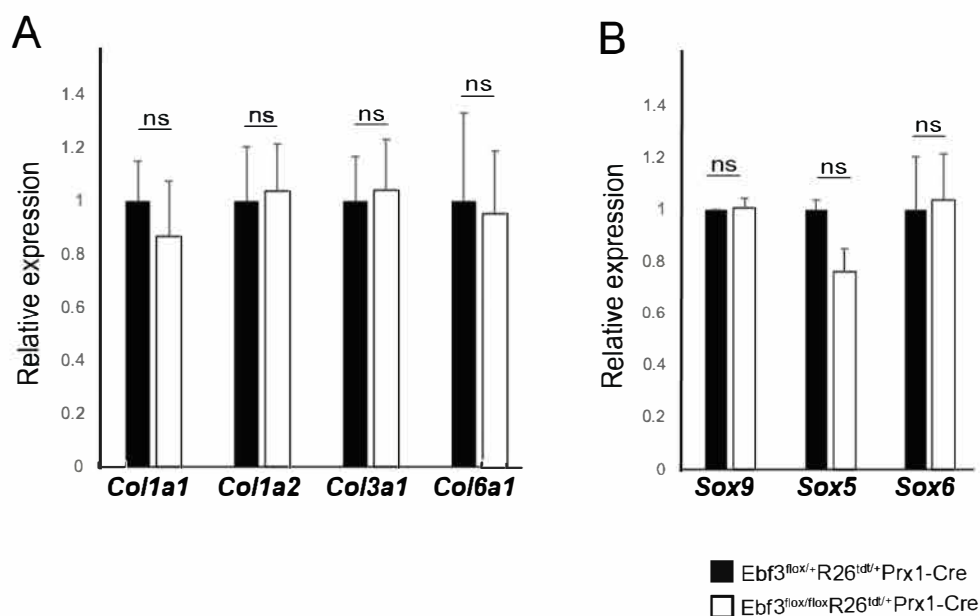

Figure S6.

Relative expression levels of collagen and Sox-family genes in Prx1-Cre Ebf3 KO mice compared to those in Prx1-Cre Ebf3 heterozygous mice

A) Relative expression levels of collagen genes in Ebf3^{flox/flox}Prx1-Cre embryos compared to those in Ebf3^{flox/+} Prx1-Cre embryos from RNA-seq analysis, ns: non-significant.

B) Relative expression levels of Sox-family genes in Ebf3^{flox/flox}Prx1-Cre embryos compared to those in Ebf3^{flox/+} Prx1-Cre embryos from RNA-seq analysis, ns: non-significant.

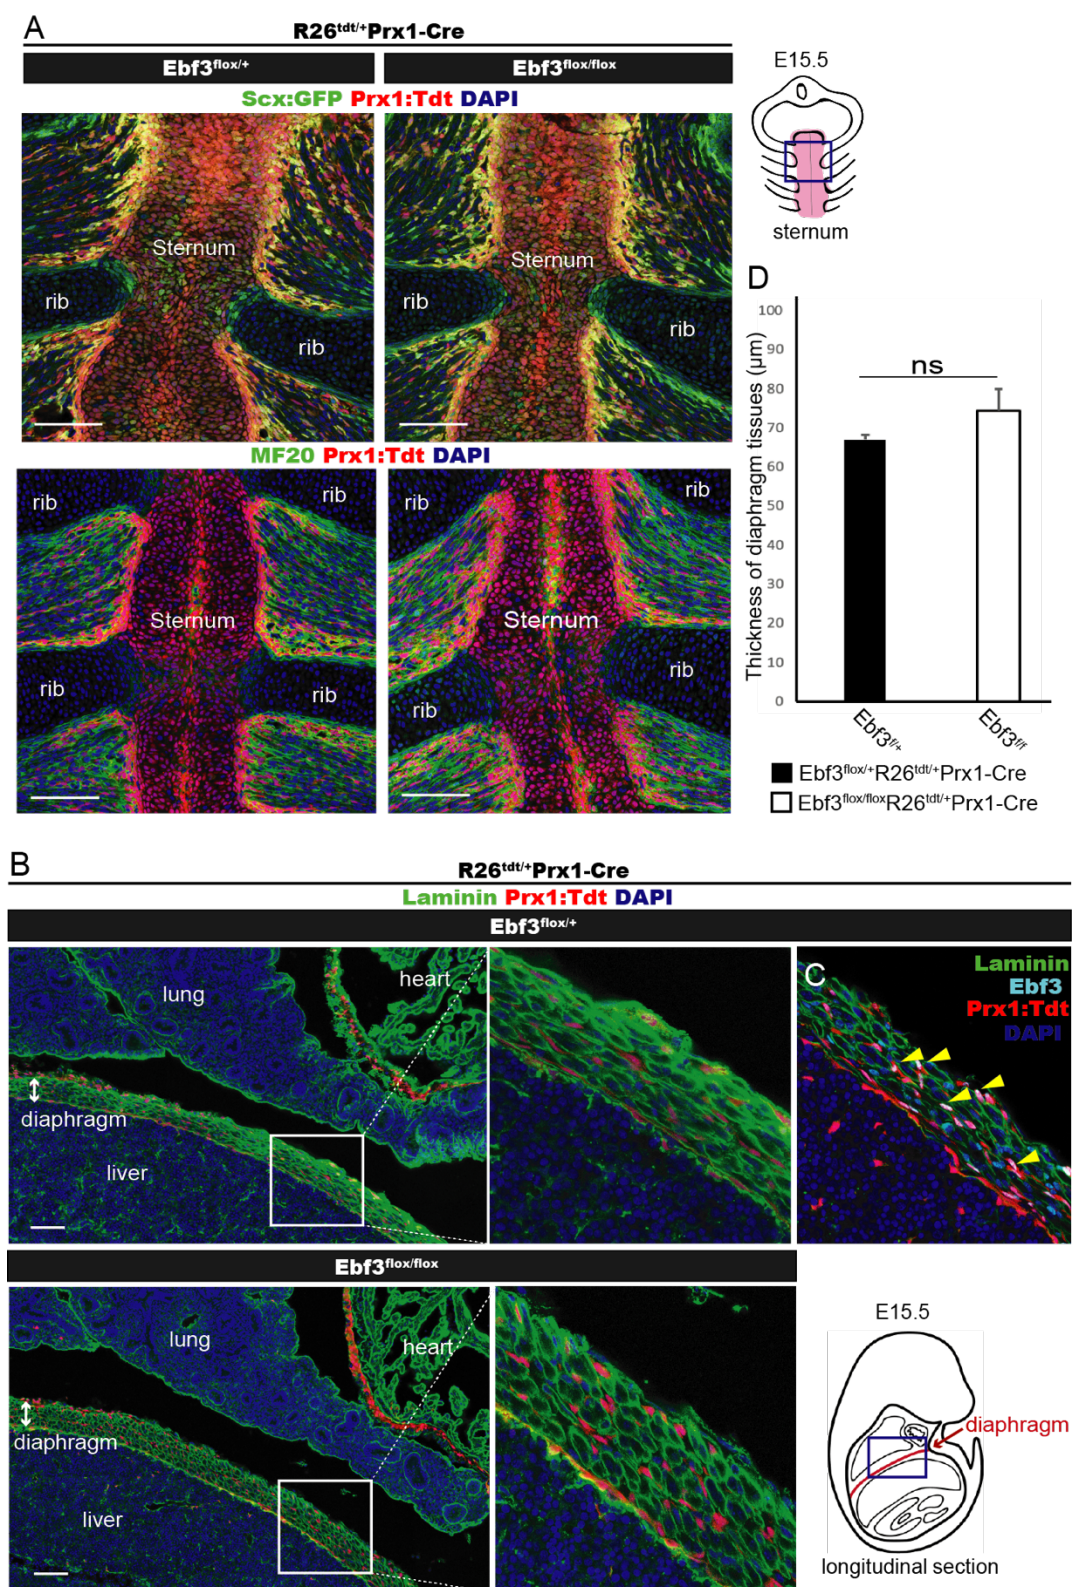

Figure S7.

Tendon/connective tissues and muscles surrounding the sternum and muscles in the diaphragm are normally formed in Prx1-Cre Ebf3 KO mice

- A) Scx:GFP tendon-like tissues and MF20⁺ intercostal-muscles in Prx1:Tdtomato⁺ muscle connective tissues (MCT) surrounding the sternum were normally formed in Prx1-Cre Ebf3 KO mice at E15.5, on transverse section of Prx1-Cre R26^{Tdt/+} (scale bar, 100µm).
- B) Immunostaining for Laminin⁺ myofibers and Prx1:Tdtomato⁺ MCTs in the diaphragm at E15.5 based on longitudinal sections (scale bar, 100µm). Diaphragm tissues were similarly formed in between Ebf3^{flox/flox}Prx1-Cre and Ebf3^{flox/+} Prx1-Cre embryos.
- C) Immunostaining for Ebf3⁺ cells in Prx1:Tdtomato⁺ MCTs of the diaphragm at E15.5 based on longitudinal sections of Ebf3^{flox/+} Prx1-Cre R26^{Tdt/+} (yellow arrows).
- D) Thickness of Laminin⁺ diaphragm tissues at E15.5 based on longitudinal sections. Error bars represent SEM, ns: non-significant (n = 3).

How the deposited data were processed for this re-analysis (not part of the article)

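Prx1:Tdtomato-positive LPMs were sorted from thoracic walls at E10.5, and RNA was sequenced from 3 Prx1-Cre Ebf3 heterozygous samples and 3 Prx1-Cre Ebf3-KO samples. Condition, replicate and stage were taken from the sample labels and the legend of Fig. 6A. The authors made SMARTer libraries, sequenced them on the NextSeq-500 platform, and mapped and counted reads with CLC and its Ensembl annotation.

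The authors' deposited table gives counts per gene, which are whole numbers, and these were used for every main result. The authors' normalized values in that table are quantile-normalized, since their sorted values are identical in all 6 samples, and the deposited transformed values equal the log2 of these values plus 1. The authors also deposited RPKM, a p-value from their EDGE test with and without correction, and a signed fold change, a score in which a lower level is negative. The quantile-normalized values, a signal without whole numbers, were made by the authors from the counts. The deposited list of genes holds those with the authors' p-value up to 0.05 and an absolute fold change of at least 2. The authors' reads per library, mapped and unmapped, were used as they stand.

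Genes with at least 10 counts in at least 3 libraries were kept, which left 10891. They were tested in R 4.3.3 with edgeR 4.0.16 (TMM, glmQLFit and glmQLFTest) with genotype as the only term, and p-values were adjusted by the Benjamini-Hochberg method. TMM factors lay between 0.971 and 1.034, and the biological coefficient of variation was 0.174. The SE of a log2 fold change was its size divided by the square root of the F statistic. The adjusted p threshold was 0.05, and the unadjusted thresholds were 0.05 and 0.1, the first also with a 2-fold minimum. Gene lists, 37 in all, were tested with camera in limma 3.58.1 on log2 CPM (prior count 2, preset correlation 0.01, and an estimated correlation) where at least 5 members passed the count minimum, with Benjamini-Hochberg adjustment over the lists. With an estimated correlation the smallest unadjusted p of any list from camera was 0.046 (FGF response). The adjustment then gave most lists the same value of 0.796, which does not tell these lists apart. Counts of list members past the threshold are given over all genes and adjusted over the list alone. For genes that the paper chose on these samples, a pass over the list alone is not independent evidence. Shares of counts per library were compared by a two-sided exact permutation test.

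The genes named in the text are those the paper names for these data with Ebf1, Ebf2, Ebf3, Ebf4, Runx2 and Sp7, the 10 in each direction chosen by the size of change among genes past the adjusted threshold, and up to 4 members of smallest p in each list. Where fewer than 10 passed, those of smallest p in that direction were taken, if their samples did not overlap between genotypes and their mean was at least 5 CPM in 1 genotype. Genes named outside this rule are given as chosen after their values were seen.

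The pipeline was tested on simulated data with 200 changed genes and the means and dispersions of these libraries. The depth, at 2088091 to 3525565 gene counts per library, leaves genes at a few counts untested, such as Egr2, Osr2, Scx, Mkx, Junb and Sp7. Intervals cover counting error only and take each count as a separate molecule. PCR copies could not be told from separate molecules, so these intervals may be too narrow.

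The alternatives were DESeq2 1.42.0, library size alone, upper quartile factors, limma-voom with and without sample quality weights, the equal-variance test of the paper's statistics section on CPM, no count filter, 10 counts in every library, the deposited RPKM with pseudocounts of 1 and 0.1, the replicate number as a block, and leaving out each library in turn. Chosen after seeing the data were the authors' p-values over the genes tested here, the quantile-normalized values, and an offset for exon length from GENCODE M21. All 10 splits of the 6 libraries into 3 and 3 were also compared. Tables were handled in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6. Imaging, skeletal preparations and the pathway annotation of Fig. 6B were not analysed here.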

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

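The gene lists in this part were set before the data were examined, and the single genes were chosen after their values were seen. Each is a signal in a gene list or a gene outside those that the paper discusses, with a higher level in Prx1-Cre Ebf3-KO than in heterozygous LPMs, although the list of YAP and SRF targets holds Ctgf and Cyr61, which the paper names.

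All 5 tested genes of the neuronal list had a higher mean in KO LPMs, with a median log2 fold change of 0.34. The set had an adjusted p of 0.0111 from camera (adjusted p = 0.796 with an estimated correlation). Without heterozygous replicate 2 that adjusted p was 0.17, and without KO replicate 1 it was 0.127. Nefl, a neurofilament gene, stood at 17.6 ± 7.29 CPM (SD, n = 3) against 5.18 ± 2.35 CPM (SD, n = 3), with a log2 fold change of 1.77 (SE 0.41). Nefl had an adjusted p of 1 over all genes and of 0.00563 over the list alone, from edgeR. On the log2 scale and relative to the heterozygous mean, the neuronal list was lowest in heterozygous replicate 2 (-0.53) and highest in KO replicate 3 (1.12), as was the list of neural crest and glia (-0.34 and 0.60), and KO replicate 3 also had the highest hepatic list (2.18). Sorting for Tdtomato would remove neurons that lack Prx1-Cre activity, and no explanation was tested.

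The YAP and SRF targets had a median log2 fold change of 0.11 over 15 genes, between 0.0087 without KO replicate 1 and 0.36 without KO replicate 2. The call of the set from camera was lost with an estimated correlation (adjusted p = 0.796), with no count filter (0.075), without heterozygous replicate 2 (0.319) and without KO replicate 1 (0.238). The 2 with the smallest p were Cyr61 (1.22, SE 0.37) and Ctgf (0.96, SE 0.33), and Cyr61 also belongs to the immediate early list. On the log2 scale and relative to the heterozygous mean, the list was lowest in heterozygous replicate 2 (-0.32) and highest in KO replicate 1 (0.51), as were the myogenic list (-0.74 and 1.50) and the cardiomyocyte list (-1.64 and 2.68).

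Single genes with non-overlapping samples and at least a 2-fold difference were Barx1 (log2 fold change 1.83), Gdpd1 (1.45, SE 0.33), Nwd2 (2.73, SE 0.72), St8sia4 (1.50, SE 0.45) and Ube2cbp (1.95, SE 0.45). Barx1 is a homeobox gene, Gdpd1 a phosphodiesterase gene and St8sia4 a polysialyltransferase gene, and little is stated here of the other 2 beyond their levels. Nwd2 stood at 7.68 ± 3.43 CPM (SD, n = 3) against 1.25 ± 1.24 CPM (SD, n = 3), and Ube2cbp at 6.27 ± 0.753 CPM (SD, n = 3) against 1.59 ± 0.312 CPM (SD, n = 3). All 5 had an adjusted p of 1 from edgeR, and chance alone puts all KO samples above all heterozygous samples for 5% of genes. Barx1 had the only adjusted p under 0.05 without heterozygous replicate 2, where its log2 fold change was 2.798.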

How the results depend on the processing

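The authors' p-values over the tested genes, the quantile-normalized values and the exon length offset were chosen after seeing the data. The cause of the changes given here was not tested. No count filter and 10 counts in every library test more or fewer genes, and leaving out a library leaves fewer samples. Testing more genes does not account for calls gained with no count filter, where the smallest adjusted p from edgeR was 3.44e-31. Unadjusted p-values of single genes moved there too, for Fgf9 from 0.0506 to 0.00337 (edgeR).

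Genes at an adjusted p under 0.05 numbered 0 in the main result and 38 with no count filter, 1 and 5 with RPKM at pseudocounts of 1 and 0.1, 2 with the replicate block, 2 with the authors' p-values, and 0 to 1 when each library was left out (234 genes at an unadjusted p up to 0.05 from edgeR, 0 also from DESeq2, limma-voom, library size alone, upper quartile factors, sample quality weights, the paper's test, 10 counts in every library, quantile-normalized values and exon length offset). The main test did not pair the samples by replicate number. Same-number correlations were 0.43, 0.19 and 0.01 for replicates 1 to 3, and those between different numbers -0.34 to 0.13. Heterozygous replicate 3 correlated better with KO replicate 2 (0.13) than with KO replicate 3, so pairing by number is left open.

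Genes at an unadjusted p up to 0.05 and 2-fold numbered 44, and 80 with sample quality weights, 19 with the paper's test, 285 with no count filter, 11 with 10 counts in every library, 7 with RPKM at a pseudocount of 1, 29 with quantile-normalized values and 38 to 93 without 1 library. Those at an unadjusted p up to 0.1 numbered 633, and 322 with DESeq2, 1123 with sample quality weights, 1225 with no count filter, 122 and 117 with RPKM, 1065 with the replicate block and 383 to 1418 without 1 library.

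Ebf3 was lower under every alternative run, at -0.92 to -0.57 without 1 library, and passed an adjusted p of 0.05 only with no count filter (-0.75). Of the plotted genes, 6 passed when adjusted over the list alone, 2 with DESeq2, 3 with library size alone, 0 with the paper's test, 11 with no count filter, 2 and 3 with RPKM, 10 with the replicate block, 3 with quantile-normalized values and 0 to 8 without 1 library. Of the gene lists, 3 passed camera, 0 with an estimated correlation, 10 with limma-voom, 10 with sample quality weights, 15 and 13 with RPKM, 9 with the replicate block and 1 to 11 without 1 library.

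Some genes changed sign under at least 1 alternative, among them genes with main values away from 0, Hoxb9 (-0.72), Runx2 (0.44), Ebf2 (0.33) and Hoxd9 (-0.30). Col1a2 was at -0.0314 with limma-voom, -0.0447 with sample quality weights, -0.0086 with no count filter and with the authors' p-values, -0.0676 and -0.0818 with RPKM, -0.0287 with the replicate block and -0.0124 with quantile-normalized values. Col3a1 was at 0.0422 with quantile-normalized values and 0.0004 with the exon length offset, Col6a1 at 0.0689 and Hoxb9 at 0.40 with sample quality weights, Sox9 at -0.0158 and -0.0355 with RPKM and Sox6 at -0.0084 with RPKM at a pseudocount of 0.1. Without 1 library the ranges were -0.26 to 0.21 for Col1a2, -0.24 to 0.24 for Col3a1, -0.35 to 0.53 for Col6a1, -0.0267 to 0.0566 for Sox9, -0.17 to 0.37 for Sox6, -0.10 to 0.30 for Ebf1, -0.17 to 0.65 for Ebf2, -0.21 to 0.71 for Runx2, -1.31 to 0.37 for Hoxb9 and -1.02 to 0.0194 for Hoxd9.

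Of 1414 values of 80 named genes under the alternatives, 1299 belonged to 67 tested genes. Of these 1299, 19 passed the threshold (13 genes) and 33 changed sign (10 genes). A move beyond the replicate SD was looked for only in the ratios of genes below the count minimum, and 20 of those values showed it. No tested gene passed an adjusted p of 0.05 in the main result, so none could lose it. A second column of counts was not run, as the table has 1, and the paper's test has no form for gene lists. With 2 libraries in a genotype the spread is pooled. Depth limits genes under 10 counts.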

Differences from the paper's values

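The comparisons in this part follow the paper's figures, and the exon length offset, the quantile-normalized values and the authors' p-values over the genes tested here were chosen after seeing the data. For the 20 genes plotted in Fig. 6D-F and Fig. S6, no ratio of KO to heterozygous means in the main result differed from the bar read by eye by both the replicate SD and 1.5 times. Under alternatives some did. Without heterozygous replicate 1 these were Osr1 (5.445, bar 2.4), Osr2 (6.208, bar 2.8) and Col6a1 (1.443, bar 0.95). With sample quality weights they were Osr1 (3.88) and Fgf9 (6.548, bar 3.2), and with limma-voom Fgf9 (6.913). The number of annotated genes matches.

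The paper marks genes by an unadjusted p, and at an adjusted p under 0.05 edgeR called 0 of the plotted genes, with 8 at an unadjusted p up to 0.05. DESeq2 and limma-voom also called 0 genes in all at an adjusted p under 0.05. Without a count filter, Egr1 (adjusted p = 5.84e-14 from edgeR) and Osr1 (adjusted p = 0.0114) passed, and Isl1 (adjusted p = 0.308), Shox2 (adjusted p = 0.158) and Junb (adjusted p = 0.218) did not. Yet in the main result Egr1 and Isl1 had almost the same unadjusted p from edgeR (0.00258 and 0.00255). Why they parted without the filter was not tested, so these passes are not taken as calls.

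The paper marks Fgf9 as raised at its threshold, and its unadjusted p here was 0.0506 at a log2 fold change of 1.95. It was under 0.05 with DESeq2 (0.032), upper quartile factors (0.0488), limma-voom (0.0138), sample quality weights (0.0106), no count filter (0.00337), RPKM (0.0177 and 0.00658) and the replicate block (0.0321). It was above with library size alone (0.0515) and the paper's test on CPM (0.165), and without heterozygous replicate 1 (0.133) or heterozygous replicate 3 (0.125). Without KO replicate 2 it was 0.024. Of the settings chosen after seeing the values, it was under 0.05 with the authors' p-values (0.0244), the quantile-normalized values (0.0405) and the exon length offset (0.0421).

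The paper gives Sox5 as unchanged, and its unadjusted p here was 0.0344 at a log2 fold change of -0.41. It was above 0.05 with DESeq2 (0.0642), the paper's test on CPM (0.0549) and RPKM (0.316 and 0.336), and without heterozygous replicate 1 (0.0786), heterozygous replicate 2 (0.0912), KO replicate 2 (0.0582) or KO replicate 3 (0.173). It was under 0.05 with library size alone (0.037), upper quartile factors (0.0398), limma-voom (0.0261), sample quality weights (0.00927), no count filter (0.0251), 10 counts in every library (0.0384) and the replicate block (0.0156), and without heterozygous replicate 3 (0.0461) or KO replicate 1 (0.00893). Of the settings chosen after seeing the values, it was above 0.05 with the authors' p-values (0.051) and under 0.05 with the quantile-normalized values (0.0409) and the exon length offset (0.0496). Sox9 and Sox6, which the paper also gives as unchanged, had log2 fold changes of 0.02.

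The paper marks Egr2 and Junb as raised, and both fell below the count minimum here. Without a count filter their unadjusted p-values were 0.0128 and 0.000734.

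Of the 27 coloured genes of Fig. 6C, all 27 had the direction of their colour, 23 were tested and 16 had an unadjusted p up to 0.05.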

Other observations

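The tests of a single heterozygous library, the tests of the split across the genotypes, and the splits for the unadjusted counts and the gene lists were chosen after the result was seen, and the other tests were set before it.

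The immediate early list had a median log2 fold change of 0.44 over 22 genes, and camera called it higher in KO LPMs with the preset correlation but not with an estimated one (adjusted p = 0.796). A heat shock response is argued against by the heat shock list, whose median was -0.043 (SD 0.32 over 11 genes). The 17 genes of the immediate early list that the paper does not name had a median of 0.36, which is in line with a response to tissue dissociation and sorting that differed between samples. That median was 0.02 without KO replicate 3, and the median of all 22 went from 0.44 to 0.12, so a single KO library may account for most of the pattern. KO replicate 3 also had the most gene counts per 100 mapped pairs (33.46) and KO replicate 2 the fewest (17.64). The mitochondrial share of counts was highest in KO replicate 3 (1.70%). Between genotypes the exact permutation p was 0.9 and 0.4 for these 2 measures, and 0.1 is the smallest possible. A link of either measure to the list was not tested. A response of these genes to the loss of Ebf3 stays open and was not tested, and KO replicates 1 and 2 differed in the list (0.55 and -0.21).

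Shox2 lay lower in all KO samples, and the 4 tested Hox genes of paralog groups 9 to 13 had negative log2 fold changes (median -0.75), of which 0 passed over the list alone. For Shox2, a single heterozygous library as the whole cause is argued against by its log2 fold change of -0.58 (SE 0.23) without heterozygous replicate 1, the value nearest to 0. For the Hox genes the values do not settle this. The mean log2 CPM of the 4 genes lay in heterozygous replicates 1 and 2 (0.82 and 0.93) above the highest KO sample by at least 1.40 (SD 0.09 among KO samples). Heterozygous replicate 3 (-1.76) lay below every KO sample. Without heterozygous replicate 1 the median log2 fold change of the 4 genes went from -0.75 to -0.11. Limb bud tissue carried over in the dissection of some heterozygous samples cannot be told apart from an effect of Ebf3, with a median of -0.12 (SD 0.30 over 15 genes) for the limb bud list without Shox2, Hoxa11, Hoxd11 and Hand2, between the -0.3 that this would need and the -0.1 set as its limit. The whole limb bud list was called lower by camera with limma-voom, sample quality weights, RPKM and no count filter (adjusted p = 0.00313) and not with an estimated correlation (adjusted p = 0.796), and had a median of -0.0034 without KO replicate 3. Relative to the heterozygous mean, its mean log2 CPM was 0.06, -0.05 and -0.01 in heterozygous replicates 1 to 3. In KO replicates 1 to 3 it was -0.07, -0.09 and -0.33. Heterozygous replicates 1 and 2 thus did not stand out in this list as they did for the Hox genes.

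With 10 splits of the 6 libraries, no share under 0.05 is possible. At an adjusted p under 0.05 the genotypes gave 0 genes and the highest other split 114, and since every split gives at least 0 genes this count of splits decides nothing. For the 2-fold genes at an unadjusted p up to 0.05 the values were 44 and 185 (8 of 10 splits), for the genes at an unadjusted p up to 0.1 they were 633 and 2589 (8 of 10 splits), and for the gene lists 3 and 18 (8 of 10 splits).

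The split with 114 genes set heterozygous replicates 1 and 3 and KO replicate 1 against the other 3 libraries, and points to a structure of the samples. The 80 genes higher on the side of heterozygous replicate 1 had a median exon length of 10933.5 bases and the 34 lower ones one of 2141.5 bases. With an offset for exon length 2 genes were called, in line with an exon length trend between libraries, and the genes at an unadjusted p up to 0.05 went from 1718 to 1279. In another split the same offset took 2 genes to 11 (heterozygous replicate 1 with KO replicates 1 and 3), so the trend does not account for every split. The offset left 6 genes at 6 in the split of heterozygous replicates 1 and 2 with KO replicate 1. These are the 3 libraries with Ddx3y and without Xist, so sex-linked transcripts differ across that split and it cannot weigh the trend. For the split with 114 genes a difference in depth is argued against, since gene counts were higher on the side of heterozygous replicate 1 in 4 of 9 pairs of libraries across it. Across genes, Spearman's rho between a gene's exon length and its deviation was 0.31 and 0.36 in heterozygous replicate 1 and KO replicate 1, -0.15 and 0.03 in heterozygous replicates 2 and 3, and -0.31 and -0.27 in KO replicates 2 and 3, and genes are not independent replicates. The log2 fold changes between the genotypes also followed exon length (rho -0.18 over 10656 genes), and with the offset the genotypes gave 0 genes at an adjusted p under 0.05 from edgeR. No biological explanation of this split was tested.

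Hepatic transcripts differed between libraries, although the gate and the dissection would remove liver. Afp was counted 85, 47 and 123 times in heterozygous replicates 1 to 3 and 173, 14 and 708 times in KO replicates 1 to 3, and Alb 14, 4 and 19 against 24, 2 and 96 times. All 8 tested hepatic genes had a higher mean in KO LPMs, with a median log2 fold change of 1.42 that was 0.28 without KO replicate 3, and an adjusted p of 0.185 from camera. The hepatic list was called higher with limma-voom (adjusted p = 0.0285 from camera), sample quality weights (0.00577), RPKM (2.57e-10 and 7.45e-10) and the replicate block (0.0184), and without KO replicate 2 (4.78e-10). All 10 tested cardiomyocyte genes had a higher mean, with a median of 0.94 that was -0.79 without KO replicate 1, and an adjusted p of 0.321. The cardiomyocyte list was called higher with the replicate block (adjusted p = 0.0379 from camera) and RPKM (0.000155 and 1.7e-12), and without KO replicate 3 (0.00436). Myogenic genes had a median of 0.54 over 9 genes (adjusted p = 0.0856 from camera) that was 0.0057 without KO replicate 1. The myogenic list was called higher with limma-voom (adjusted p = 0.0285 from camera), the replicate block (0.0379) and RPKM (7.64e-06 and 2.05e-09), and without heterozygous replicate 3 (0.0114) or KO replicate 2 (0.00095). Endothelial genes had one of 0.31 over 11 (adjusted p = 0.321 from camera) that was -0.16 without KO replicate 3, -0.06 without heterozygous replicate 2 and 0.92 without heterozygous replicate 3. The endothelial list was called higher without heterozygous replicate 3 (adjusted p = 8.37e-05 from camera) or KO replicate 2 (0.0396), with limma-voom (0.0459), sample quality weights (0.0382), the replicate block (0.0184) and RPKM (0.0222 and 0.00606). With an estimated correlation the adjusted p of these 4 lists was 0.796.

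Xist was counted 176 times in heterozygous replicate 3 and 86 and 202 times in KO replicates 2 and 3, and 0 times in the other 3 libraries. Ddx3y was counted 204, 196 and 171 times in heterozygous replicates 1 and 2 and KO replicate 1, and 0 times in the other 3. Each of the 6 libraries thus held transcripts of either Xist or Ddx3y, and 2 of 3 heterozygous and 1 of 3 KO libraries held Ddx3y.

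Plek and Pax1, below the count minimum and chosen after their values were seen, have an adjusted p under 0.05 in the authors' deposited test, with Nwd2 as the third gene. Plek was counted 33 times in KO and 1 time in heterozygous libraries, and Pax1, a sclerotome gene, 43 and 4 times. Their adjusted p-values from edgeR without a count filter were 0.019 and 0.0295.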
